# Intrauterine smoke exposure deregulates lung function, pulmonary transcriptomes, and in particular insulin-like growth factor (IGF)-1 in a sex-specific manner

**DOI:** 10.1038/s41598-018-25762-5

**Published:** 2018-05-15

**Authors:** Stefan Dehmel, Petra Nathan, Sabine Bartel, Natalia El-Merhie, Hagen Scherb, Katrin Milger, Gerrit John-Schuster, Ali Oender Yildirim, Machteld Hylkema, Martin Irmler, Johannes Beckers, Bianca Schaub, Oliver Eickelberg, Susanne Krauss-Etschmann

## Abstract

Prenatal exposure to tobacco smoke is a significant risk-factor for airway disease development. Furthermore, the high prevalence of pregnant smoking women requires the establishment of strategies for offspring lung protection. Therefore, we here aimed to understand the molecular mechanism of how prenatal smoke exposure affects fetal lung development. We used a mouse model recapitulating clinical findings of prenatally exposed children, where pregnant mice were exposed to smoke until c-section or spontaneous delivery, and offspring weight development and lung function was monitored. Additionally, we investigated pulmonary transcriptome changes in fetal lungs (GD18.5) by mRNA/miRNA arrays, network analyses and qPCR. The results demonstrated that prenatally exposed mice showed intrauterine and postnatal growth retardation, and impaired lung function. 1340 genes and 133 miRNAs were found to be significantly dysregulated by *in utero* smoke exposure, and we identified Insulin-like growth factor 1 (Igf1) as a top hierarchical node in a network analysis. Moreover, *Igf1* mRNA was increased in female murine offspring and in prenatally exposed children. These findings suggest that prenatal smoking is associated with a dysregulation of several genes, including *Igf1* in a sex-specific manner. Thus, our results could represent a novel link between smoke exposure, abberant lung development and impaired lung function.

## Introduction

Smoking during pregnancy is a recognized risk factor for low birth weight^1,2^ and impaired lung function in offspring^3–5^. In addition, even a sole exposure to maternal nicotine, a component of tobacco smoke, affects the metabolism and the structuaral development of the offspring lung^6^. Furthermore, there is evidence for increased risk of preschool wheeze^7–9^, asthma^8,9^ and COPD^10–12^ in the offspring. Despite this knowledge and intensive anti-tobacco campaigns in several countries, the number of women smoking during pregnancy remains high worldwide. These facts prompted demands for research on consequences of prenatal smoke exposure including downstream biological effects^13^.

Besides adverse health consequences of maternal smoking, it has been proposed that grandmaternal as well as grandpaternal smoking during pregnancy is sufficient to affect weight gain of the grandchildren, even if their mother was not smoking during her pregnancy^14,15^. Moreover, it was shown that grandmaternal smoking affects asthma susceptibility^16–18^ in grandchildren. These observations were supported by studies in rats where maternal perinatal s.c. nicotine induced airway hyperreactivity until the 3rd generation^19^. If these transgenerational effects hold true, even highly successful smoking cessation programs would take decades to become fully effective.

Various growth factors play a role during the process of fetal lung development^20–26^. As previous studies revealed, one of these factors is insulin-like growth factor (IGF), while it was shown that mice depleted from either *Igf1* or its receptor *Igf1r* demonstrated a failure in lung development^27,28^. In addition to this, few studies showed sex-specific differences in the IGF-system of the offspring following maternal smoking^29,30^. Therefore, it is important to develop means to protect the developing fetal lung as well as to understand the mechanisms of how cigarette smoke affects fetal and early postnatal lung development.

Thus, in this study we aimed to investigate the underlying molecular mechanisms of *in utero* smoke exposure and the resulting predisposition for chronic lung diseases. Along this line, we identified dysregulations of 1340 genes and 133 microRNAs in the fetal lung, while one central hierarchical node was *Igf1*. In addition, an increase of *IGF1* was also observed in school children with prenatal and early-life cigarette smoke-exposure history.

## Materials and Methods

For a detailed description of RNA isolation and qPCR please refer to the Supplementary Information.

### Animal protocols

The study was conducted according to the guidelines for the use and care of laboratory animals according to the Federal Act on the Protection of Animals (Germany). The study was approved by the Government of the District of Upper Bavaria (GZ. 55.2-1-54-2532-91-11). Balb/c mice, obtained from Charles River (Sulzfeld, Germany), were housed in a specific pathogen-free facility with a 12 h day-night cycle at a constant temperature and humidity. The mice were provided with standard rodent chow and water *ad libitum*. Eight-week old virgin females were mated 1:1 with proven male breeder for 24 h (defined as embryonic day (ED) 0.5). To allow proper implantation of the fertilized oocyte, mice were exposed to smoke or filtered air (see below) only from gestational day (GD) 2.5 until spontaneous delivery or until GD 17.5 followed by caesarean section at GD 18.5. Since the successful fertilization wasn’t possible at the start of exposure, non-pregnant mice were equally exposed to cigarette smoke (CS) until pregnancy could be excluded through maternal weight control. For caesarean section (c-section), pregnant mice were anaesthetized with Ketamine/Xylazine on GD 18.5. Uteri were visually inspected for resorbed fetuses and the uterine position of each fetus was recorded. Fetuses were weighed and sacrificed by i.p. injection of pentobarbital for organ removal. Fetal lungs were carefully removed, weighed (Mettler Toledo, Greifensee, Switzerland), and stored in RNAlater (Ambion, Austin, USA) at 4 °C overnight and then at −80 °C until RNA isolation.

### Cigarette smoke exposure protocol

Mainstream CS served as a surrogate for active smoking and was generated as previously described^31^. Briefly, smoke was generated from 3R4F Research Cigarettes (Tobacco Research Institute, University of Kentucky, Lexington, KY) and drawn into the exposure chamber with a membrane pump. Mice were exposed to 10 cigarettes for 50 min every morning until c-section or spontaneous delivery. Total particulate matter (TPM) concentrations were monitored by drawing an air sample from the exposure chamber through a quartz fiber filter (at 3^rd^, 6^th^, and 9^th^ cigarette, each day during the exposure). The TPM mass concentration was obtained by gravimetric analysis of the filters before and after exposure and was then related to the chamber volume.

### Characterization of pregnant mice

After mating, maternal weight was monitored daily until delivery. Urine was collected four hours after the last smoke exposure and cotinine was quantified by ELISA (Calbiotech, Spring Valley, US). For an independent confirmation of smoke exposure, carbon monoxide hemoglobin (CO-Hb) was determined in venous blood obtained from the retrobulbar venous plexus in anesthetized animals 30 min after the last cigarette (Hemoxymeter (OSM3, Radiometer, Copenhagen).

### Characterization of murine offspring

Body weight was recorded daily in spontaneously delivered offspring until postnatal day (PND) 56. Lung function was performed at PND21. A total of 303 offspring were analyzed (Supplementary Table S1). Since body weight was confounded by litter size, only pups from litters above the median (>6) were included in the final molecular analyses. To further avoid ill-defined seasonal effects, animals obtained from different experimental batches at different seasons were included in the molecular analyses.

### Lung function analyses

Following intraperitoneal anesthesia (ketamine 140 mg/kg; xylazine 7 mg/kg), mice were tracheostomized, intubated (19 G tube) and placed on a warming plate. Pancuronium (1 mg/kg, i.p.) was added to avoid spontaneous breathing during examination. For baseline lung function measurements, mice were ventilated with a tidal volume of 11 ml/kg at a frequency of 150 breaths/minute with a positive end-expiratory pressure of 2 cm H_2_O on a computer controlled ventilator (FlexiVent®, SCIREQ©, Montreal, QC, Canada). The following perturbations were performed: Maximal Vital Capacity (MVC) maneuver, single compartment (snapshot), constant phase model (Primewave-8), and pressure-volume loops with constantly increasing pressure (PVr-P). All perturbations were performed one-by-one until three acceptable measurements (coefficient of determination > 0.95) were recorded in each individual subject, of which an average was calculated. Due to a body weight difference in male and female mice, the inspiratory capacity was calculated in relation to the body weight. After lung function testing at baseline level, mice were transferred to a Buxco R/C system (Troy, NY) to assess airway reactivity. Metacholine (MCh) was applied to the intubated mice via an in-line nebulizer and administered at increasing concentrations (0, 12.5, 25, 37.5 mg/ml) for 20 sec. Resistance (R) and Compliance (C) were measured continuously for 3 min. The average was calculated and plotted against the MCh concentration.

### Pediatric cohort

Peripheral blood mononuclear cells (PBMCs) were isolated from a subsample of 23 healthy children (age 4–15 years) with a history of early-life smoke exposure and compared to age-matched controls participating in the Munich Clinical Asthma Research Association (CLARA) study^32^. Early-life smoke exposure was defined as smoking of the mother during pregnancy and smoking of one or two parents at home at the time of inclusion into the study. ‘Non-smoking’ was defined as no smoking of either parent as well as no smoking at home throughout the pregnancy. According to this definition, six children were exposed (during pregnancy and currently at home), and 17 children had non-smoking parents. PBMC, isolated within 24 hours after blood withdrawal, were cultured (X-Vivo (Lonza, Basel, Switzerland) with plate-bound anti-CD3 (3 mg/mL) and soluble anti-CD28 (1 mg/mL) at 37 °C for 48 h. RNA was isolated with the RNeasy Mini-Kit and processed (1 mg) with reverse transcriptase (Qiagen, Hilden, Germany). Gene-specific PCR products of *IGF1* and *IGFBP3* were amplified with the CFX96 Touch Real-time-PCR Detection System (Bio-Rad, Munich, Germany) for 40 cycles.

### Ethics statement

The study has been approved by the local ethics committee of LMU Munich (project nr 379-08). All methods were carried out in accordance with relevant guidelines and regulations. Parents have agreed to participation in the study, and informed consent was obtained from all families.

### Gene expression analysis in murine lungs at embryonic day 18.5

#### Selection criteria of samples for RNA profiling

Both androgens and estrogens can influence lung development and physiology in prenatal life^33^. To limit undefined effects from interactions between neighboring siblings of different sexes, we selected fetuses which had two neighbors of identical sex or were positioned at the end of the uterus having a neighbor of the same sex (Supplementary Fig. S1). We further took one male and one female offspring per litter. In order to avoid detecting acute but transient effects, the mRNA and miRNA profiling were performed 24 h after the last cigarette smoke exposure (ED 18.5).

#### Expression profiling

Total RNA (n = 12/group; each six males and females) was isolated using the miRNeasy Mini (QIAGEN) kit. The Agilent 2100 Bioanalyzer was used to assess RNA quality where only high quality RNA, (RIN ≥ 8.7, 260/280 ratio > 1.8, no degradation as detected by RNA agarose gel), was used for microarray analysis. For mRNA profiling, 30 ng of total RNA was amplified using the Ovation PicoSL WTA System V2 in combination with the Encore Biotin Module (Nugen). Amplified cDNA was hybridized on an Affymetrix Mouse Gene ST 2.1 array plate. Staining and scanning were done according to the Affymetrix expression protocol including minor modifications as suggested in the Encore Biotin protocol. For microRNA profiling, 800 ng of total RNA was labeled with the FlashTag Biotin HSR kit (Genisphere) and hybridized on Affymetrix miRNA 3.0 arrays. Staining and scanning were done according to the Affymetrix expression protocol (Fluidics FS450_0002). Array data has been submitted to the GEO database at NCBI (GSE67888).

### Data analysis

#### Statistical transcriptome analysis for mRNA and microRNA profiling from mice

The expression console (v.1.3.0.187, Affymetrix) was used for quality control and to obtain annotated normalized RMA gene-level data and DABG (standard settings including median polish and sketch-quantile normalization). Three samples from the filtered-air group (one male, two females) haven’t fulfilled the quality criteria and were therefore excluded from further analysis. Redundant probe sets with identical expression values in all samples were removed from the dataset. Statistical analyses were performed using the statistical programming environment^34^ implemented in CARMAweb^35^. Gene wise testing for differential expression was done employing the (limma) *t*-test and Benjamini-Hochberg multiple testing correction (FDR < 10%). Sets of significantly regulated miRNAs were filtered for present calls in at least 60% of the samples in at least one group.

#### Upstream regulator and functional network analysis

The upstream regulator, network and functional analyses were generated through the use of IPA® (Ingenuity Pathway Analysis (QIAGEN)). First, the core analysis module of IPA® was applied to a set of 1340 CS-regulated (|FC| > 1.2, unadj. p < 0.05) mRNAs using default settings including direct and indirect relationships as well as endogenous metabolites. The Mouse Gene 2.1 ST Array was chosen as reference set. Molecules identified as upstream regulators of the dataset were filtered to those transcription regulators, which were regulated in the initial dataset. These molecules were displayed as a network together with their downstream targets. The “grow” function of IPA® was applied to the transcription regulators to identify CS-regulated microRNAs targeting these transcription regulators. Targeting microRNAs with non-inverse regulation were filtered out. An additional core analysis of the molecules in the upstream regulator network was used to identify the functional role of the top networks of these molecules.

### Statistical analyses

The weight gain of mothers and offspring was analyzed using SAS PROCs GLM and MIXED for repeated measure analyses (SAS Institute Inc. 2011. SAS® 9.3 System Options: Reference, Second Edition. Cary, NC: SAS Institute Inc.). Analyzing the weight gain of animals over time requires consideration in between-group effects as well as within subject effects. Typically, control and exposed groups started off with approximately equal weights but ended up being different in their average weight by the end of the study period. In general, the trend parameters, i.e. the shapes of the weight gain curves, differ between groups. This is accounted for by appropriately tested and chosen study group specific trend parameter interactions with time, e.g. by forward or backward selection. Weight gain and group* time interaction parameters were quantified by the natural measure milligram per day (mg/d) with 95%-confidence intervals (CI) and p-values. The corresponding synoptic graphical display of growth curves for control and exposure groups was obtained employing SAS PROC GPLOT. The remaining molecular data obtained in mice were tested for normal distribution using D’Agostino and Pearson omnibus normality test (GraphPAD Prism, GraphPad Software Inc. 2007). Mann-Whitney *U* test or t-test was applied where appropriate. Differences in mRNA expression levels of children with smoking and non-smoking parents were tested on log ∆CT scale using tobit regression analysis^36^.

### Data availability statement

The microarray data has been submitted to the GEO database at NCBI (GSE67888) and will be available for all readers upon publication.

## Results

### Effects of CS exposure on maternal characteristics of successful pregnancy

Exposure to CS was monitored by assessing levels of urinary cotinine and peripheral blood CO-Hb, which were both significantly increased in CS-exposed female mice (Table 1). The average TPM exposure was 321 + 89 mg/m³. Eight-week old animals, as used in this study, still gain weight with the age. Age-related weight gain was clearly compromised in CS-exposed non-pregnant mice (mean −80 mg/d; CI 75–84 mg/d; p < 0.0001 Supplementary Fig. S2). This was also true for pregnant mice: CS-exposed dams lagged behind in weight gain by −157 mg/d (95%-CI: 145–168), p < 0.0001 (Fig. 1). This difference remained significant even after the maternal weight was corrected for the size of the litter. Despite the effect of CS on maternal weight gain, the pregnancy rate, duration and number of viable pups or visibly resorbed fetuses did not differ significantly between the groups. Similarly, the number of female and male offspring were equal in both groups indicating that the parameters of successful pregnancy *per se* were not affected by the CS protocol applied (Table 1).

**Table 1:** Characteristics of maternal exposure and reproduction.

	AIR	CS	p-value
Urine cotinine [mg/ml]#* (n)	117 ± 26 7	600 ± 25 15	<0.0001
Co-Hb [%] #* (n)	1.3 ± 0.2 17	6.3 ± 0.6 22	<0.0001
Pregnancy rate [%] (n)	13.1 ± 8.8 32	9.6 ± 6.9 29	0.3
Pregnancy duration [d] (n)	19.8 ± 0.5 12	19.8 ± 0.6 12	>0.99
Litter size (n)	6.2 ± 1.8 32	5.7 ± 1.9 29	>0.99
Visible resorptions (n)	0.5 ± 0.6 20	1.0 ± 0.5 17	0.1
Male offspring [%] (n)	43.2 ± 10.2 77	51.3 ± 23.0 72	0.3
Maternal weight at section [g] (n)	34.4 ± 2.1 15	32.8 ± 2.4 8	0.1

^#^Mean ± SD, *analyzed in non-pregnant animals; Pregnancy rate: percentage of female mice with successfully established pregnancy after overnight 1:1 mating.

**Figure 1:**
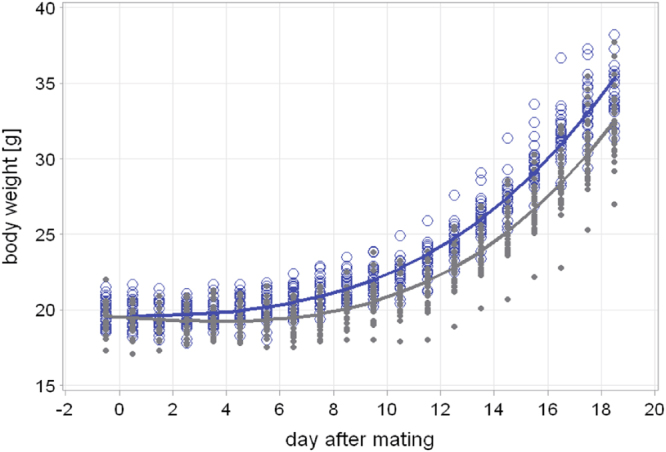
Weight trends of pregnant mice exposed either to CS or AIR. Dams were exposed daily to mainstream CS (grey) or AIR (blue) from ED 2.5 until delivery. Graphs depicts all observed values, especially the min and max values for each time point (open circles), and the corresponding optimum polynomial model fits (lines); p < 0.0001 after considering weight gain and group* time interactions and litter size. The interaction of litter size with smoke exposure was not significant and was therefore not included in the model.

### Reduced intrauterine and postnatal growth of exposed offspring

Smoke-exposed fetuses (ED18.5) had significantly lower body and lung weights as compared to the air-exposed animals. Pulmonary hypotrophy, as indicated by lower lung/body weight ratio, was more pronounced in female offspring resulting in lower lung/body weight ratios in females but not in males (Fig. 2A–C). As expected, postnatal weight gain was lower in females independent of prenatal CS-exposure. Furthermore, the offspring from litters with less than six animals had a stronger weight gain as compared to animals from larger litters (>6) possibly due to the different breast milk availability per animal. Prenatal CS-exposure retarded weight gain in offspring as investigated until PND 56 (Fig. 3A,B). When we corrected our analyses for sex and litter size, the reduced postnatal weight gain of prenatally CS-exposed animals remained highly significant (mean −6.7 mg/d, 95%-CI [4.0, 9.4]).

**Figure 2:**
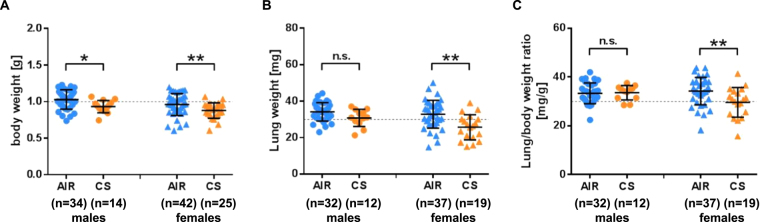
Intrauterine growth retardation after CS exposure. Weight at cesarean section (E18.5) (**A**) body weight (**B**), lung weight and (**C**), lung-to-body weight ratios of fetuses. AIR (blue) or CS-exposed (orange) male (•) and females (▲) fetuses. Litter size > 6, mean ± SD; unpaired *t* test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

**Figure 3:**
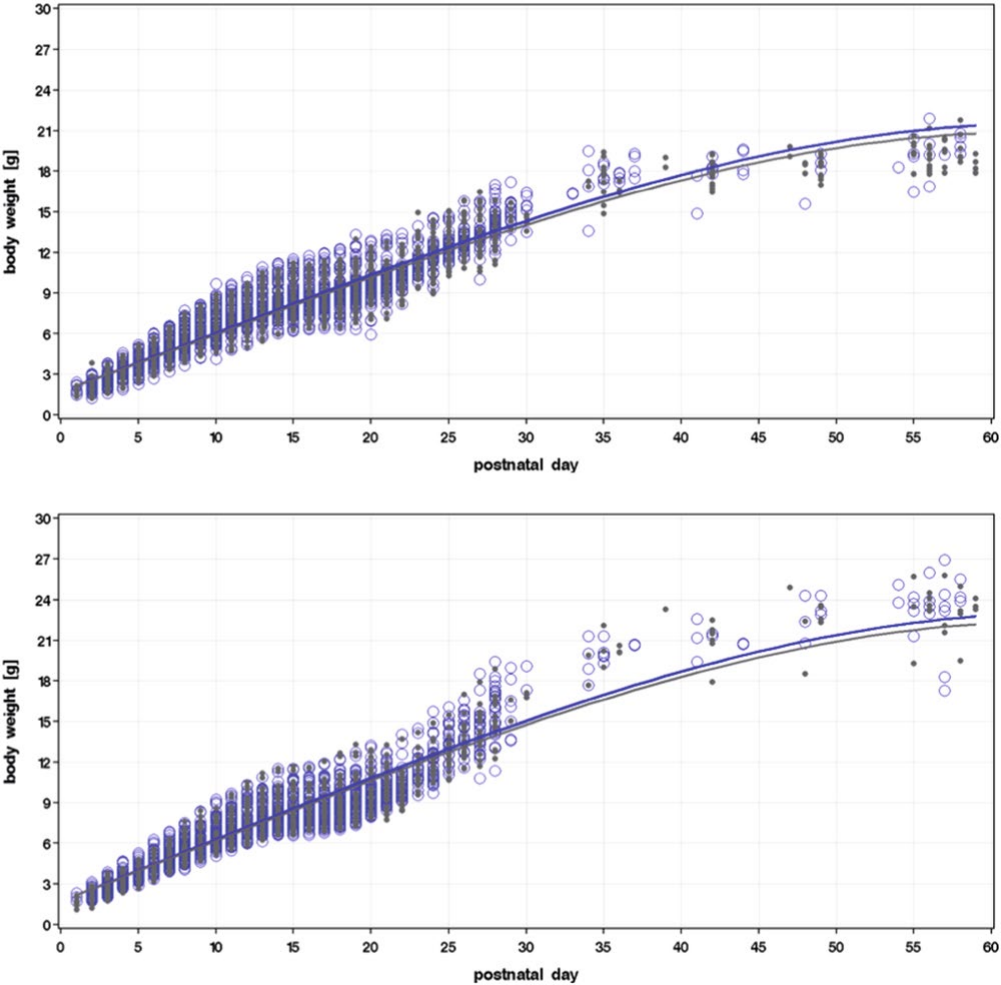
Intrauterine smoke exposure reduces postnatal growth weight gain. Postnatal weight gain of female (upper panel) and male (lower panel) offspring until PND 56 after i*n utero* CS (grey) or AIR (blue) exposure. Graphs depicts all observed values, especially the min and max values for each time point (open circles), and the corresponding optimum polynomial model fits (lines); p < 0.0001 after considering weight gain and group* time interactions.

#### Reduced lung function in offspring

Next, we investigated whether smoke-induced intrauterine and postnatal growth retardation was associated with lung function deficits. We found that the inspiratory capacity was significantly reduced in three-week old animals after intrauterine CS-exposure. When we stratified for sex, this decrease was present in both males and females (Fig. 4A). In contrast, airway hyperreactivity was only seen in female offspring, even in the absence of any experimental allergen challenge (Fig. 4B,C).

**Figure 4:**
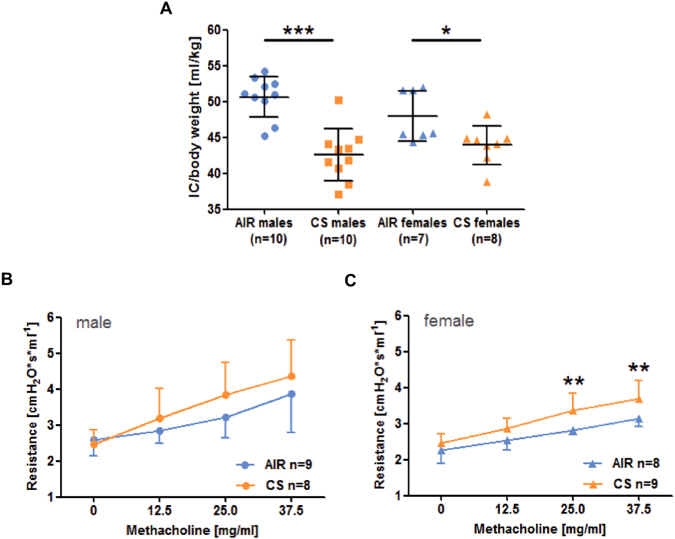
*In utero* CS exposure affects lung function in adolescent offspring. (**A**) Inspiratory Capacity (IC)/body weight; (**B**,**C**), Airway hyperreactivity (AHR); Male (•) and female (▲) offspring; measured at d21 after birth; AIR- (blue), CS-exposure (orange). mean ± SD, MWU; (*p < 0.05; **p < 0.01 ***; p < 0.001).

#### Gene expression networks in fetal lungs

With the establishment of our model that mimics findings of prenatally smoke exposed children, we next aimed to shed more light on the molecular mechanisms preceding impaired lung function of CS-exposed offspring. Therefore, we performed mRNA and microRNA arrays in fetal lungs, which revealed 1340 differentially regulated mRNAs (|FC| > 1.2, unadj. p-value < 0.05) and 133 microRNAs (unadj. p-value < 0.05) (Supplementary Fig. S3). 

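The mRNA arrays covered whole lungs of 21 fetuses at E18.5, with 1 Affymetrix array per fetus and no pooling. There were 12 CS-exposed fetuses (6 males and 6 females) and 9 AIR fetuses (5 males and 4 females). By the paper, dams inhaled smoke or filtered air from gestational day 2.5 to 17.5, so the lungs were taken 1 day after the last exposure, while the sample labels call the control mothers untreated. The authors left out 3 further AIR arrays, of 1 male and 2 females, after quality control. They summarized the scans with Expression Console 1.3.0.187 by robust multi-array averaging (RMA). This corrects the background, brings the arrays to a shared distribution by sketch-quantile normalization and condenses the probes of each probe set by median polish. The deposited values are log2 intensities per probe set, between 0.045 and 13, with array medians from 2.1 to 2.2. A difference of 1 on this scale is a 2-fold difference in intensity, and the lowest intensities lie near the background of the array. Values below are means ± SD of log2 intensity, and the number of arrays limits their precision. After removal of 802 redundant probe sets, 40543 were compared between CS and AIR with limma, with the sexes merged as in the paper. The study threshold is an absolute fold change over 1.2 with an unadjusted p under 0.05. Single genes were represented by the probe set with the highest mean over all arrays among those with 1 gene symbol. Gene lists were fixed before the data were examined, at a time when the figures of the study had been read, and tested with camera of limma. Camera asks whether a list is shifted against all other genes, with a preset correlation of 0.01 between genes or with an estimated one. Single genes and list means per fetus were also compared by an exact permutation test over all 293930 regroupings of 12 and 9 fetuses. Many of the genes named below were picked for large folds or low p on these same arrays. Their exact permutation p are not adjusted over genes unless stated, and are small partly by this selection. Over all probe sets the lowest limma adjusted p was 0.348. The labels number the animals, and the widest gap in the numbers divides the fetuses into a range of lower animal numbers (8 CS and 3 AIR) and a range of higher animal numbers (4 CS and 6 AIR). Neither the labels nor the paper says what the numbers stand for, and CS and AIR are spread unevenly over the ranges, so differences within each range stand beside the pooled ones. A male and a female came from each litter, but which fetuses were littermates is not given, so litter could not be included in the tests. Littermates share an exposure, and tests that treat the fetuses as independent can give p that are too small. Fetuses of 1 sex came from different litters, so tests within a sex avoid this, but they compare fewer fetuses.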

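Genes of cell division were higher and genes of secretory lung epithelium lower in CS-exposed than in AIR fetal lungs. Ccnb2, the cyclin B2 of the mitotic kinase complex, had a log2 intensity of 6.42 ± 0.27 (SD, n = 12) in CS and 5.64 ± 0.42 (SD, n = 9) in AIR lungs, a 1.72-fold difference. Of 44 mitosis genes, 43 were higher at the study threshold and 0 lower (43 higher when adjusted over the list alone), with a mean difference of 0.56 on the log2 scale. Of 37 DNA replication genes, 25 were higher and 0 lower (29 higher when adjusted over the list alone), with a mean difference of 0.36. Rfc5, a subunit of the clamp loader of DNA replication, was 4.60 ± 0.22 (SD, n = 12) in CS and 4.08 ± 0.32 (SD, n = 9) in AIR lungs. Of 22 genes of alveolar type II cells, which make surfactant, 14 were lower in CS lungs and 0 higher (18 lower when adjusted over the list alone), with a mean difference of -0.43. Of 17 genes of club and other airway secretory cells, 11 were lower and 0 higher (12 lower when adjusted over the list alone), also with a mean difference of -0.43. One of them, Cyp4b1, a cytochrome of the airway epithelium, was 4.01 ± 0.35 (SD, n = 12) in CS and 4.87 ± 0.43 (SD, n = 9) in AIR lungs. Within females 12 type II genes were lower at the study threshold and within males 0, with mean differences of -0.52 and -0.35. The CS effect on the type II mean differed by -0.17 between the sexes (exact permutation p = 0.551). Of the secretory genes, 8 were lower in females, and 5 lower and 1 higher in males. The study's own figures show 17 of the mitosis, 2 of the DNA replication, 9 of the type II and 6 of the secretory genes, so for these the direction is not independent evidence. The 13 type II genes outside the figures differed by only -0.25 (exact permutation p = 0.0064, not adjusted, a test chosen after the results were seen). Mitosis, DNA replication and secretory genes were not tested in this way, and the list tests below include the genes of the figures. Camera gave adjusted p = 9.27e-46 for mitosis, 8.91e-24 for DNA replication, 4.64e-14 for type II and 1.12e-11 for secretory genes over 30 lists. With an estimated correlation these became adjusted p = 0.0969 for mitosis, DNA replication and secretory genes and adjusted p = 0.114 for type II genes. In the exact permutation test on list means, adjusted p was 0.0332 for mitosis, DNA replication and secretory genes and 0.0470 for type II genes. Within a sex, where no fetuses were littermates, none of these 4 lists passed after adjustment. Exact permutation p for mitosis was 0.0667 in females (adjusted p = 0.452) and 0.0411 in males (adjusted p = 0.301). For type II genes it was 0.0905 (adjusted p = 0.452) and 0.0866 (adjusted p = 0.301). With fetuses regrouped only within the ranges of animal numbers, adjusted p was 0.0502 for mitosis and DNA replication, 0.0537 for secretory and 0.0641 for type II genes in the exact permutation test. The mitosis mean lay above the AIR mean in 12 of 12 CS fetuses and the type II mean below it in 11 of 12. These counts use the AIR mean of both number ranges together. Within the higher animal numbers alone, the mean of the type II genes was 8.057 in CS and 8.005 in AIR fetuses. Within the lower animal numbers the mitosis difference was 0.98 (exact permutation p = 0.00606, the smallest that 8 against 3 fetuses allow), and within the higher animal numbers it was 0.08 (exact permutation p = 0.648). Type II genes differed by -0.87 in the first range and 0.05 in the second, secretory genes by -0.87 and 0.04, and DNA replication genes by 0.66 and 0.09. Ccnb2 differed by 1.20 in the first range and 0.40 in the second, Rfc5 by 0.70 and 0.43, and Cyp4b1 by -1.36 and -0.38. Heart muscle genes had a mean difference of -0.54 (exact permutation p = 0.204), with 0.03 in females and -1.02 in males, and thymocyte genes were high in 3 fetuses. In all, 1789 probe sets passed the study threshold, 900 higher and 889 lower in CS lungs, and these covered 1004 genes with a symbol of their own. At a false discovery rate of 10% limma called 0 probe sets, with a lowest adjusted p of 0.348, and the same fit without moderated variances also called 0. At that rate 3 genes were called when only probe sets with 1 gene symbol were tested. Within the lower animal numbers 100 probe sets were called and within the higher 0, comparisons that were added after seeing the data. Differences in the lower range rest on 3 AIR fetuses. Among these, AIR male 1 lay 1.90 above the median of all arrays in oesophagus genes, and AIR male 2 lay 1.68 above it in heart genes. Arrays high in other-tissue genes were also found among the CS fetuses and in the higher range. An unadjusted p under 0.05 was seen for 3037 probe sets, against 2027 expected by chance. The study threshold was passed by 3330 probe sets in the lower animal numbers and by 1640 in the higher ones. It was passed by 2697 in the 11 arrays left without those high in heart, thymocyte, oesophagus or liver genes. Chance gave more calls where fewer fetuses were compared. With fetuses split into other groups of the same sizes, the median was 1009 calls over all fetuses. It was 1749 within females and 1649 within males. Such splits were not made within a single range or in the 11 arrays. The 3330, 1640 and 2697 calls therefore do not measure how strong the CS effect was there.

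**Figure D1:**
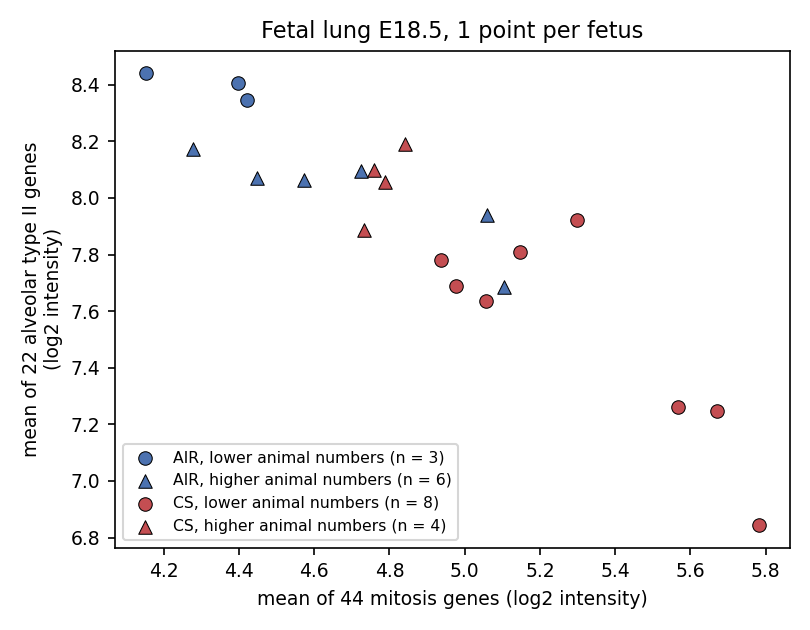
Mean log2 intensity of 22 alveolar type II cell genes (vertical axis) against that of 44 mitosis genes (horizontal axis) in fetal lung at E18.5. Each point is 1 of 12 CS or 9 AIR fetuses, and the type II mean is lower where the mitosis mean is higher in both groups.

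**Figure D2:**
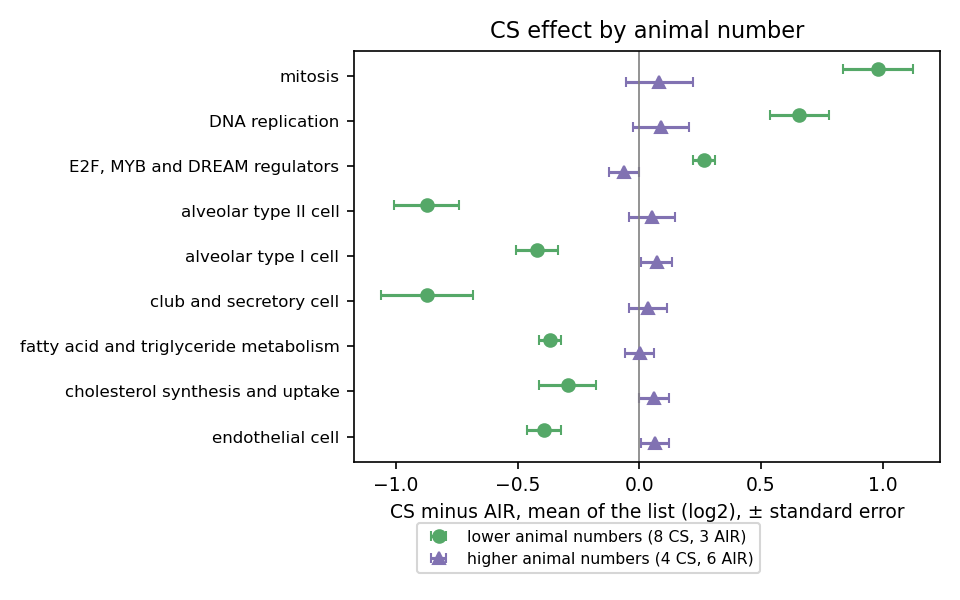
Difference between CS and AIR fetuses in the mean log2 intensity of 9 gene lists, within the lower (8 CS and 3 AIR) and the higher animal numbers (4 CS and 6 AIR). Points are differences and bars their standard errors. All 9 lists shown are among the 10 of 30 lists whose CS effect differed between the ranges, so the contrast partly follows from this choice. Their differences lie far from 0 in the first range, at 0.98 for mitosis and -0.87 for type II genes, and near 0 in the second. Lists not shown include cartilage genes, at 0.11 and 0.07.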

The array data is also available at the GEO database at NCBI (GSE67888).

To identify top biological functions associated with changes in global mRNA expression patterns, the core analysis module of the Ingenuity® software was used. 

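Single genes of lung development, blood vessels, matrix and growth control differed between CS and AIR lungs at the study threshold. Foxp2, a transcriptional repressor of the distal lung epithelium, was 6.06 ± 0.48 (SD, n = 12) in CS and 5.56 ± 0.36 (SD, n = 9) in AIR lungs, a difference of 0.50 (standard error 0.18, limma adjusted p = 0.531, exact permutation p = 0.0182). Foxp2 differed by 1.07 within the lower animal numbers and by -0.08 within the higher. Of 25 lung development regulators, 2 were higher at the study threshold and 0 lower (0 when adjusted over the list alone), with a mean difference of 0.06 and a camera adjusted p of 0.312. Car4, a carbonic anhydrase of lung capillaries, differed by -0.90 (standard error 0.32, exact permutation p = 0.0187). Of 20 endothelial genes, 3 were lower in CS lungs and 0 higher (5 lower when adjusted over the list alone), with a mean difference of -0.16. For this list camera gave adjusted p = 1.24e-05 and adjusted p = 0.262 with an estimated correlation. Inmt, an amine methyltransferase listed with the lung mesenchyme, was 3.56 ± 0.87 (SD, n = 12) in CS and 4.99 ± 0.87 (SD, n = 9) in AIR lungs (exact permutation p = 0.002). The matrix proteoglycan Vcan went the other way, with a difference of 0.53 (standard error 0.19, exact permutation p = 0.0163). Among 24 matrix and mesenchyme genes, 3 were higher and 4 lower (1 higher and 3 lower when adjusted over the list alone), and camera adjusted p was 0.443. Nnat, an imprinted gene, was higher in CS lungs by 0.41 (standard error 0.15, exact permutation p = 0.0146). Among 17 imprinted growth genes, 2 were higher and 0 lower (2 higher when adjusted over the list alone), with camera adjusted p = 0.0573. Cytl1, a secreted cartilage factor, was higher by 0.71 (standard error 0.25, exact permutation p = 0.0165), and of 18 cartilage genes 3 were higher and 1 lower (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.263). None of 9 erythroid genes (camera adjusted p = 0.491) or 14 hypoxia targets (camera adjusted p = 0.0927) passed the study threshold. Only 9 of 18 erythroid genes could be matched. Their mean was 2.33 in CS and 2.28 in AIR lungs, near the array medians, so differences in dim members could go unseen. Car4 differed by -2.08 within the lower but by 0.34 within the higher animal numbers, Vcan by 1.06 and 0.07, Nnat by 0.90 and 0.11, and Cytl1 by 1.40 and 0.09. Endothelial genes differed by -0.39 within the lower animal numbers and by 0.06 within the higher animal numbers, matrix genes by -0.17 and 0.08, and imprinted genes by 0.13 and 0.06. The differences were 0.07 and 0.04 for lung development regulators, 0.11 and 0.07 for cartilage, 0.08 and 0.02 for erythroid genes and 0.22 and -0.09 for hypoxia targets.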

Besides other functions (Supplementary Table S2), those associated with embryonic and organismal development were strongly affected by *in utero* smoking (Supplementary Table S3). To investigate which key developmental molecules could be responsible for these changes, we identified upstream regulators within the dataset and filtered those to transcription regulators which showed mRNA dysregulation. These molecules were displayed as a network together with their downstream targets (Fig. 5). 

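Most of the genes of Fig. 5 that could be matched passed the study threshold in the direction drawn. Of 22 genes drawn as higher, 19 could be matched to a probe set with 1 gene symbol, and 16 of these were higher at the study threshold, 3 did not pass it and 0 were lower. Of 44 genes drawn as lower, 34 could be matched, 30 were lower, 4 did not pass the threshold and 0 were higher. The study chose these genes on the same samples, so the counts are not independent evidence of their direction. Top2a, the topoisomerase of dividing cells, was 6.76 ± 0.40 (SD, n = 12) in CS and 6.19 ± 0.47 (SD, n = 9) in AIR lungs, a difference of 0.57 (standard error 0.18, limma adjusted p = 0.473, exact permutation p = 0.00821). Racgap1, which acts in cytokinesis, differed by 0.65 (standard error 0.15, limma adjusted p = 0.384, exact permutation p = 4.52e-04). Birc5 (survivin) differed by 0.42 (exact permutation p = 0.0272). Among the genes drawn as lower, the calcium-binding S100g differed by -1.17 (standard error 0.39, exact permutation p = 0.0108). The leptin receptor Lepr was 1.54 ± 0.20 (SD, n = 12) in CS and 1.86 ± 0.22 (SD, n = 9) in AIR lungs, near the low end of the intensities, and its call was lost with the heart muscle mean as a covariate (-0.25). Within the lower animal numbers the differences were 1.17 for Top2a, 1.08 for Racgap1, 0.71 for Birc5, -2.34 for S100g and -0.50 for Lepr. Within the higher animal numbers they were 0.01, 0.24, -0.00, 0.11 and -0.23 in the same order, and with the number range as a block Birc5 (0.34) no longer passed the study threshold.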

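Both atypical E2F repressors were higher in CS-exposed lungs. E2f7 was 4.64 ± 0.21 (SD, n = 12) in CS and 4.33 ± 0.20 (SD, n = 9) in AIR lungs, a difference of 0.32 (standard error 0.09, limma adjusted p = 0.449, exact permutation p = 0.00272). E2f8 was 4.13 ± 0.28 (SD, n = 12) in CS and 3.65 ± 0.44 (SD, n = 9) in AIR lungs, a difference of 0.48 (standard error 0.15, limma adjusted p = 0.468, exact permutation p = 0.00622). Mybl2, the B-Myb activator of cell cycle genes, has 2 probe sets that did not move alike. Its brighter probe set was 3.49 ± 0.41 (SD, n = 12) in CS and 3.43 ± 0.39 (SD, n = 9) in AIR lungs, a difference of 0.06 (standard error 0.17, limma adjusted p = 0.967, exact permutation p = 0.737), which turned to -0.02 without AIR male 1 or without AIR male 2. The dimmer one differed by 0.39 (standard error 0.17, limma adjusted p = 0.600) and passed the study threshold. Of 22 genes of the E2F, MYB and DREAM regulators, 3 were higher at the study threshold and 0 lower (2 higher when adjusted over the list alone), with a mean difference of 0.11. Camera gave adjusted p = 0.00476 for this list and adjusted p = 0.262 with an estimated correlation, and the call was lost with the heart muscle mean as a covariate (adjusted p = 0.0526). The third gene passing the threshold was Foxm1, an activator of mitotic genes, with a difference of 0.30 (standard error 0.13, exact permutation p = 0.0356), which no longer passed without CS male 3, CS female 9, AIR male 1, AIR male 3 or AIR female 6 (0.25 to 0.28). Ezh2, a histone methyltransferase, differed by 0.25 (exact permutation p = 0.0755) and did not pass the threshold. Within the lower and the higher animal numbers, respectively, the differences were 0.50 and 0.16 for E2f7, 0.83 and 0.19 for E2f8, 0.59 and -0.47 for the brighter Mybl2 probe set, 0.67 and -0.02 for Foxm1, 0.60 and -0.16 for Ezh2, and 0.27 and -0.06 for the list mean. Suv39h2 has no probe set of its own in the annotation used and was not analysed here.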

Three transcription factors involved in transcriptional repression such as E2F transcription factors 7 and 8 (E2f7, E2f8^37^), Myb-related protein B (Mybl2)^38^ responsible for control of cellular proliferation and senescence and histone-lysine N-methyltransferase (Suv39h2) which is highly specific for H3K9 trimethylation^39^, were up-regulated. In contrast, two transcription factors related to lipid metabolism (CCAAT/enhancer binding protein (C/EBP) alpha (Cebpa) and Sterol regulatory element binding transcription factor 1 (Srebf1)) were down-regulated. 

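Both factors and some lipid genes were lower in CS-exposed than in AIR lungs at the study threshold. Cebpa was 4.63 ± 0.31 (SD, n = 12) in CS and 5.01 ± 0.12 (SD, n = 9) in AIR lungs, a difference of -0.38 (standard error 0.11, limma adjusted p = 0.445, exact permutation p = 0.00334). Srebf1 was 3.83 ± 0.28 (SD, n = 12) in CS and 4.14 ± 0.31 (SD, n = 9) in AIR lungs, a difference of -0.31 (standard error 0.13, limma adjusted p = 0.572, exact permutation p = 0.0249). Gpam, which starts glycerolipid synthesis, was 6.82 ± 0.21 (SD, n = 12) in CS and 7.37 ± 0.25 (SD, n = 9) in AIR lungs (exact permutation p = 7.83e-05). The fatty acid synthase Fasn differed by -0.47 (standard error 0.12, exact permutation p = 0.00110) and the desaturase Scd1 by -1.69 (standard error 0.48, exact permutation p = 0.00338). Of 25 genes of fatty acid and triglyceride metabolism, 6 were lower at the study threshold and 0 higher (6 lower when adjusted over the list alone), with a mean difference of -0.19. Of these 25 genes, 7 stand in the figures of the study and so were picked on the same samples. Of 19 genes of cholesterol synthesis and uptake, 3 were lower and 0 higher (3 lower when adjusted over the list alone), with a mean difference of -0.15. Insig1, a sterol-regulated brake on this pathway, differed by -0.54 and the synthase Hmgcs1 by -0.34. Camera gave adjusted p = 1.17e-05 for the fatty acid list (adjusted p = 0.114 with an estimated correlation) and 2.46e-04 for the cholesterol list (adjusted p = 0.262 with an estimated correlation). Within the lower animal numbers the differences were -0.59 for Cebpa, -0.47 for Srebf1, -0.89 for Gpam, -0.74 for Fasn, -2.89 for Scd1, -1.13 for Insig1 and -0.69 for Hmgcs1, and the list means differed by -0.37 and -0.29. Within the higher animal numbers they were -0.06, -0.09, -0.24, -0.08, 0.06, 0.18 and 0.05 for the genes in the same order, and 0.00 and 0.06 for the list means. Srebf1 did not pass the study threshold with the number range as a block (-0.28) or without AIR male 4 (-0.25).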

In a next step, we included counter-regulated miRNAs targeting the transcription factors to the network, as miRNAs are an additional important level of regulation. 

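Few myeloid and inflammatory genes passed the study threshold between CS-exposed and AIR lungs. Csf1r, the receptor that maintains macrophages, was 3.96 ± 0.17 (SD, n = 12) in CS and 4.45 ± 0.26 (SD, n = 9) in AIR lungs, a difference of -0.48 (standard error 0.10, limma adjusted p = 0.348, exact permutation p = 1.70e-04). It differed by -0.59 within the lower animal numbers and by -0.44 within the higher animal numbers. Alox5ap, needed for leukotriene synthesis, differed by -0.40 (exact permutation p = 0.00779). Of 19 macrophage and myeloid genes these 2 were lower at the study threshold and 0 higher (2 lower when adjusted over the list alone), with a mean difference of -0.10, and 3 of the 19 are drawn in the figures of the study. Camera gave adjusted p = 0.00753 for the myeloid list and adjusted p = 0.262 with an estimated correlation, and its call was lost with the heart muscle mean as a covariate (adjusted p = 0.134). Tgfb1 differed by -0.30 (standard error 0.09, limma adjusted p = 0.468, exact permutation p = 0.00370) and the chemokine Ccl2 by 0.39 (standard error 0.18, limma adjusted p = 0.644, exact permutation p = 0.0536). The call of Ccl2 was lost with the number range as a block (0.36) and without any 1 of 10 fetuses. Among 16 genes of inflammatory cytokines and acute phase proteins, these 2 passed the threshold, 1 higher and 1 lower (0 higher and 1 lower when adjusted over the list alone), and the mean difference was -0.09. The inflammatory list mean was 2.05 in CS and 2.14 in AIR lungs, near the array medians, so differences in its dim members could go unseen. Camera gave adjusted p = 0.0303 for this list and adjusted p = 0.143 with an estimated correlation, and the call was lost without CS male 4, AIR female 6 or AIR female 8. In the lower and the higher animal numbers, respectively, the myeloid mean differed by -0.24 and 0.01, the inflammatory mean by -0.16 and -0.02, Alox5ap by -0.75 and -0.06, Tgfb1 by -0.44 and -0.11, and Ccl2 by 0.53 and 0.22.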

Most down-regulated functions involved lipid metabolism and survival, whereas the top up-regulated functions were related to inflammatory and respiratory diseases (Supplementary Table S4). 

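Igf1 and Igf2 were higher and single genes of their regulation lower in CS-exposed lungs at the study threshold. Igf1 was 4.39 ± 0.31 (SD, n = 12) in CS and 3.94 ± 0.35 (SD, n = 9) in AIR lungs, a difference of 0.46 (standard error 0.14, limma adjusted p = 0.468, exact permutation p = 0.00567). It lay above the AIR mean of both number ranges together in 12 of 12 CS fetuses. Igf2, the main fetal growth factor of this family, was 7.08 ± 0.18 (SD, n = 12) in CS and 6.80 ± 0.29 (SD, n = 9) in AIR lungs, a difference of 0.29 (standard error 0.10, limma adjusted p = 0.525, exact permutation p = 0.012). The call of Igf2 was lost without CS male 3 (0.26), CS female 9 (0.26) or AIR male 1 (0.24). Igfbp6, which binds Igf2, differed by -0.41 (standard error 0.16, exact permutation p = 0.0181), and Stc1, a stanniocalcin that inhibits cleavage of binding proteins, by -0.29 (standard error 0.11, exact permutation p = 0.0179). Stc1 no longer passed the study threshold with the heart muscle mean as a covariate (-0.22) or without any 1 of 5 fetuses, with a smallest difference of -0.24 without AIR male 1. Of 21 genes of the IGF axis, 2 were higher at the study threshold and 3 lower (3 higher and 4 lower when adjusted over the list alone), with a mean difference of -0.01 and a camera adjusted p of 0.636. Of 10 genes in the network of Fig. 6, 9 could be matched, and all 9 passed the study threshold, 4 higher and 5 lower, which is not independent evidence because the study chose them on these samples. They include the adhesion molecule Ncam1 (0.47, standard error 0.16, exact permutation p = 0.00972) and the transcription factors Barx2 (-0.30, exact permutation p = 0.0101) and Egr2 (-0.27, exact permutation p = 0.00817). Barx2 and Egr2 lay near the low end of the intensities, and their calls were lost without CS male 2 (-0.26) and without any 1 of 6 fetuses, respectively. For the lower animal numbers the difference was 0.81 for Igf1 (exact permutation p = 0.00606), 0.51 for Igf2, -0.73 for Igfbp6, -0.45 for Stc1, 0.57 for Ncam1, -0.29 for Barx2 and -0.43 for Egr2. Within the higher animal numbers it was 0.19 for Igf1 (exact permutation p = 0.348), 0.09 for Igf2, -0.00 for Igfbp6, -0.15 for Stc1, 0.30 for Ncam1, -0.25 for Barx2 and -0.18 for Egr2.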

To gain insight into the interactions of these molecules, we performed a network analysis and found Insulin-like growth factor 1 (Igf1) as top hierarchical node in the subnetwork associated with embryonic and organ development (Fig. 6). 

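Several genes of surfactant and of the alveolar epithelium were lower in CS-exposed than in AIR lungs at the study threshold. Sftpb, a surfactant protein needed for breathing at birth, was 9.21 ± 0.41 (SD, n = 12) in CS and 9.64 ± 0.23 (SD, n = 9) in AIR lungs, a difference of -0.43 (standard error 0.15, limma adjusted p = 0.494, exact permutation p = 0.0104). The surfactant lipid transporter Abca3 differed by -0.35 (standard error 0.14, limma adjusted p = 0.553, exact permutation p = 0.0197). Lamp3, a membrane protein of lamellar bodies, was 7.56 ± 0.40 (SD, n = 12) in CS and 8.10 ± 0.33 (SD, n = 9) in AIR lungs (exact permutation p = 0.00374). The complement gene Hc and the lysozyme gene Lyz2, both on the type II list, differed by -0.96 (exact permutation p = 0.00915) and -0.63 (exact permutation p = 0.00984). Of 16 genes of alveolar type I cells, which form the gas exchange surface, 4 were lower at the study threshold and 0 higher (4 lower when adjusted over the list alone), with a mean difference of -0.18. Spock2, a matrix proteoglycan of these cells, differed by -0.49 (standard error 0.14, exact permutation p = 0.00335) and the water channel Aqp5 by -0.47 (standard error 0.18, exact permutation p = 0.0228), the latter without a call once the heart muscle mean was a covariate (-0.36). The type I list had a camera adjusted p = 1.14e-04 and adjusted p = 0.269 with an estimated correlation. Of 19 genes of ciliated cells, 2 were higher and 1 lower (1 higher and 0 lower when adjusted over the list alone), with a mean difference of -0.02 and a camera adjusted p of 0.219. Cdc20b, which acts in the multiplication of centrioles, was 0.60 higher (exact permutation p = 0.00480), while the master regulator Foxj1 differed by -0.18 (exact permutation p = 0.0127), which is under the fold limit of the study. Among lower animal numbers the differences were -0.79 for Sftpb, -0.75 for Abca3, -1.04 for Lamp3, -1.95 for Hc, -1.17 for Lyz2, -0.77 for Spock2, -0.89 for Aqp5, 1.12 for Cdc20b and -0.16 for Foxj1. Within the higher animal numbers they were 0.06, 0.07, -0.07, -0.05, -0.03, -0.18, 0.00, 0.00 and -0.17 in the same order. The type I mean differed by -0.42 in the first and 0.07 in the second range, and the ciliated mean by -0.09 and 0.05.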

The *in silico* analysis of this Igf1-driven subnetwork revealed organismal survival, organismal injury and abnormalities and, most importantly, respiratory disease as its major function (Table 2).

**Figure 5:**
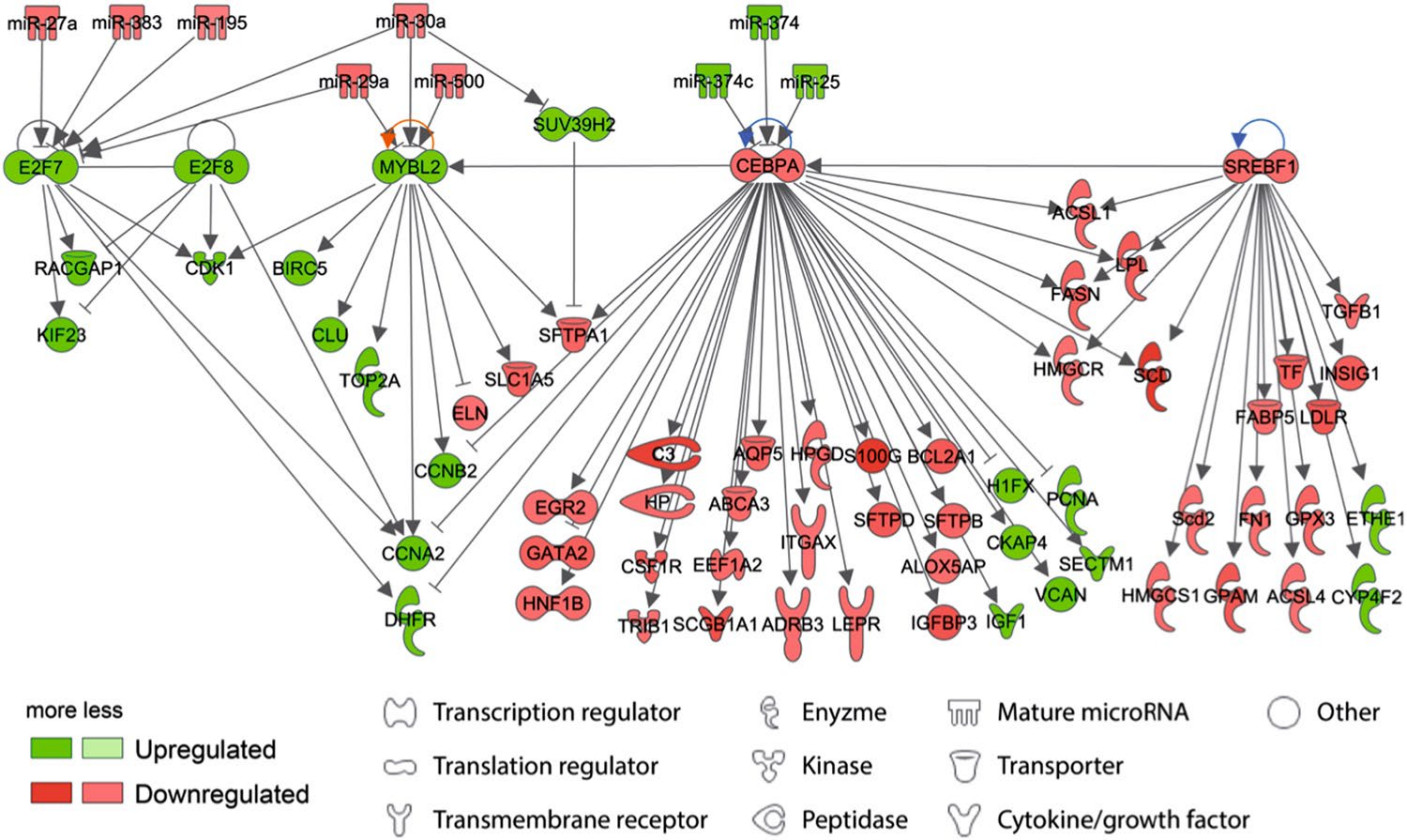
Network of top deregulated transcriptional regulatory factors in fetal smoke exposed lungs (E18.5). The core analysis module of the Ingenuity® software was used to identify top biological functions of 1340 mRNAs (Affymetrix Mouse Gene ST 2.1 array) deregulated by CS in fetal lungs (female and male merged). This dataset was filtered to transcriptional regulators showing deregulation and are displayed as a network together with their downstream targets.

**Figure 6:**
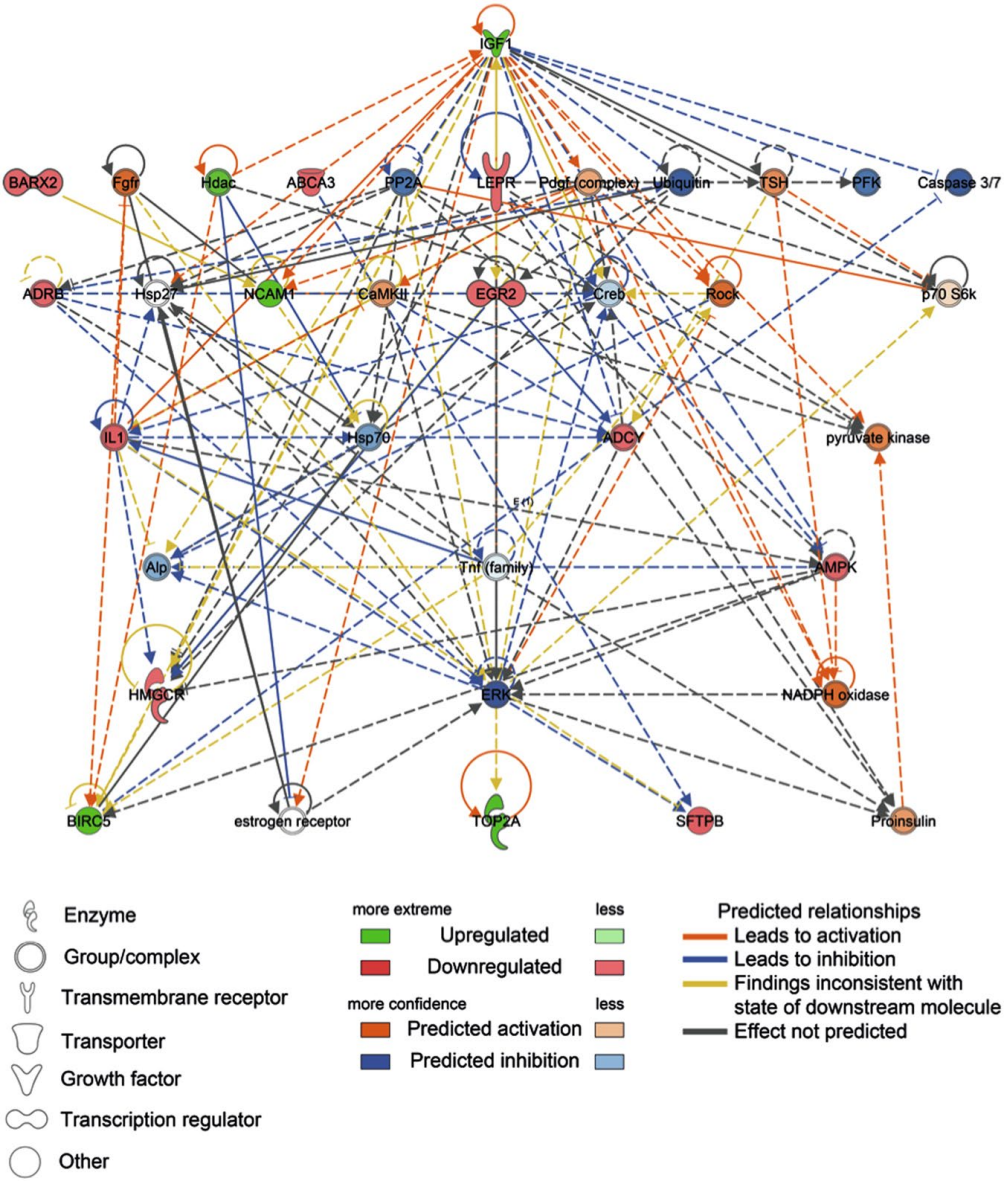
*Igf1* is the top hierarchical node of transcriptional regulators after intrauterine CS exposure Counter-regulated microRNAs targeting the network of transcriptional regulators and their downstream targets were identified and included in this dataset. (E18.5, female and male merged). To identify the functional role of the top networks of these molecules, a second core analysis of the molecules of this enlarged dataset was applied. The results are visualized as network.

**Table 2:** Top 20 Diseases and Biofunctions associated with changes in IGF1 network mRNA expression patterns (diseases and functions significant to network molecules).

Categories	Diseases or Functions Annotation	p-Value	# Molecules
Organismal Survival	organismal death	3.64E-05	15
	survival of organism	3.90E-05	11
Organismal Injury & Abnormalities	lymphocytic cancer	1.11E-05	9
	non-Hodgkin’s disease	6.94E-05	8
	biliary tract tumor	6.71E-05	4
	biliary tract cancer	6.71E-05	3
Respiratory Disease	obstructive pulmonary disease	7.95E-06	5
	atelectasis	2.89E-05	3
	small cell lung cancer	6.32E-05	3
	abnormal composition of pulmonary surfactant	2.60E-06	2
	congenital pulmonary alveolar proteinosis	3.66E-06	2
	community acquired pneumonia	1.06E-05	2
	abnormal secretion of pulmonary surfactant	4.90E-05	2
	primary atelectasis	9.67E-05	2
Cell Death & Survival	apoptosis of myeloma cell lines	5.45E-05	5
	survival of hepatic stellate cells	2.87E-05	2
DNA Replication. Recombination & Repair	DNA damage	3.18E-05	5
Respiratory System Development & Function	abnormal morphology of type II pneumocytes	1.11E-06	3
Inflammatory Response	cytotoxic reaction of breast cancer cell lines	3.03E-05	2
Organ Development	growth of mammary duct	6.59E-05	2

Some diseases and functions appear in more than one category. Only one category for each function is shown for simplicity. *The p-value of overlap was calculated by the Fisher’s Exact Test.

### Pulmonary Igf1 and Igf-binding protein (Igfbp3) expressions in mice and exposed children

Since the *in silico* analyses suggested Igf1 as a main driver of reduced lung weight and function, we further focused on this growth hormone. Igf1 is almost completely bound to one of the six binding proteins (Igfbp). Igfbp3 is the most abundant protein that accounts for the majority of all IGF binding. 

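Igfbp3 was lower in CS-exposed lungs on the arrays. It was 4.73 ± 0.56 (SD, n = 12) in CS and 5.36 ± 0.43 (SD, n = 9) in AIR lungs, a difference of -0.63 (standard error 0.21, limma adjusted p = 0.490, exact permutation p = 0.0123). It lay below the AIR mean of both number ranges together in 11 of 12 CS fetuses. Igfbp7, a related protein that binds Igf1 weakly, was 6.82 ± 0.24 (SD, n = 12) in CS and 7.08 ± 0.14 (SD, n = 9) in AIR lungs, a difference of -0.25 (exact permutation p = 0.011), just under the fold limit of the study. Igfbp3 differed by -1.19 and Igfbp7 by -0.50 within the lower animal numbers, and within the higher by -0.03 and 0.05. When fetuses were regrouped only within the ranges, the exact permutation test gave p = 0.0197 for Igfbp3. From its network analysis the paper proposes Igf1 as a main driver of reduced lung weight and function, and it also measured Igfbp3 because this was lower on its arrays. Its qPCR found Igf1 higher in female CS lungs at this age, whereas the array values here merge the sexes.

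**Figure D3:**
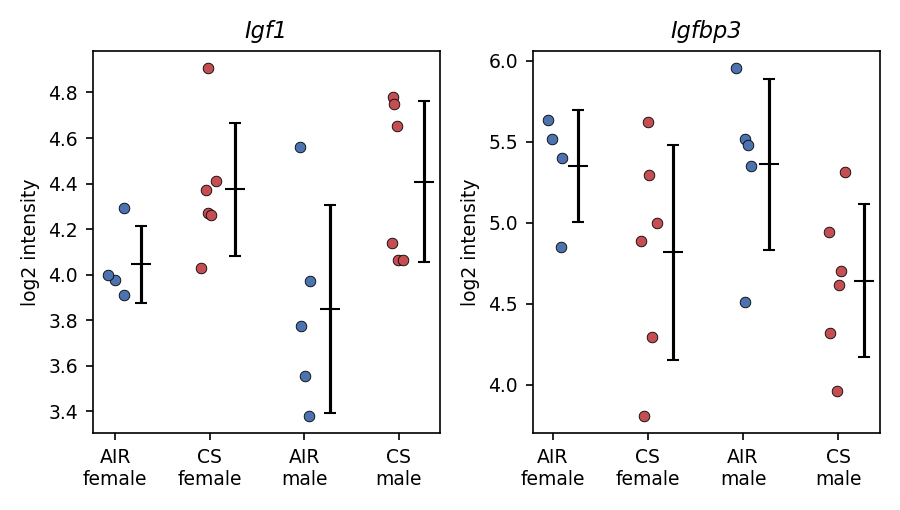
Log2 intensity of Igf1 and Igfbp3 (vertical axes) in AIR and CS fetal lungs at E18.5, 1 point per fetus, with the mean and SD of 4 AIR and 6 CS females and of 5 AIR and 6 CS males. All 12 CS fetuses lie above the AIR mean of Igf1 and 11 lie below the AIR mean of Igfbp3. Both AIR means here are over all AIR fetuses, with sexes and number ranges merged.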

As it is also downregulated in our array (Fig. 5) we additionally included this hormone in the analysis. *Igf1* mRNA expression was significantly increased in female prenatally smoke-exposed lungs at day E18.5, whereas *Igfbp3* expression wa*s* decreased. This effect was no longer found in offspring of three weeks of age (Fig. 7). To determine whether our model more or less reflects the human situation, we investigated anti-CD3/CD28-stimulated PBMCs of healthy school-aged children with early-life smoke exposure. Interestingly, mRNA expression of *IGF1* was significantly higher in PBMCs from children with smoking parents as compared to children from non-smoking parents, whereas mRNA expression of *IGFBP3* was not affected (Fig. 8, p = 0.008; p = 0.16).

**Figure 7:**
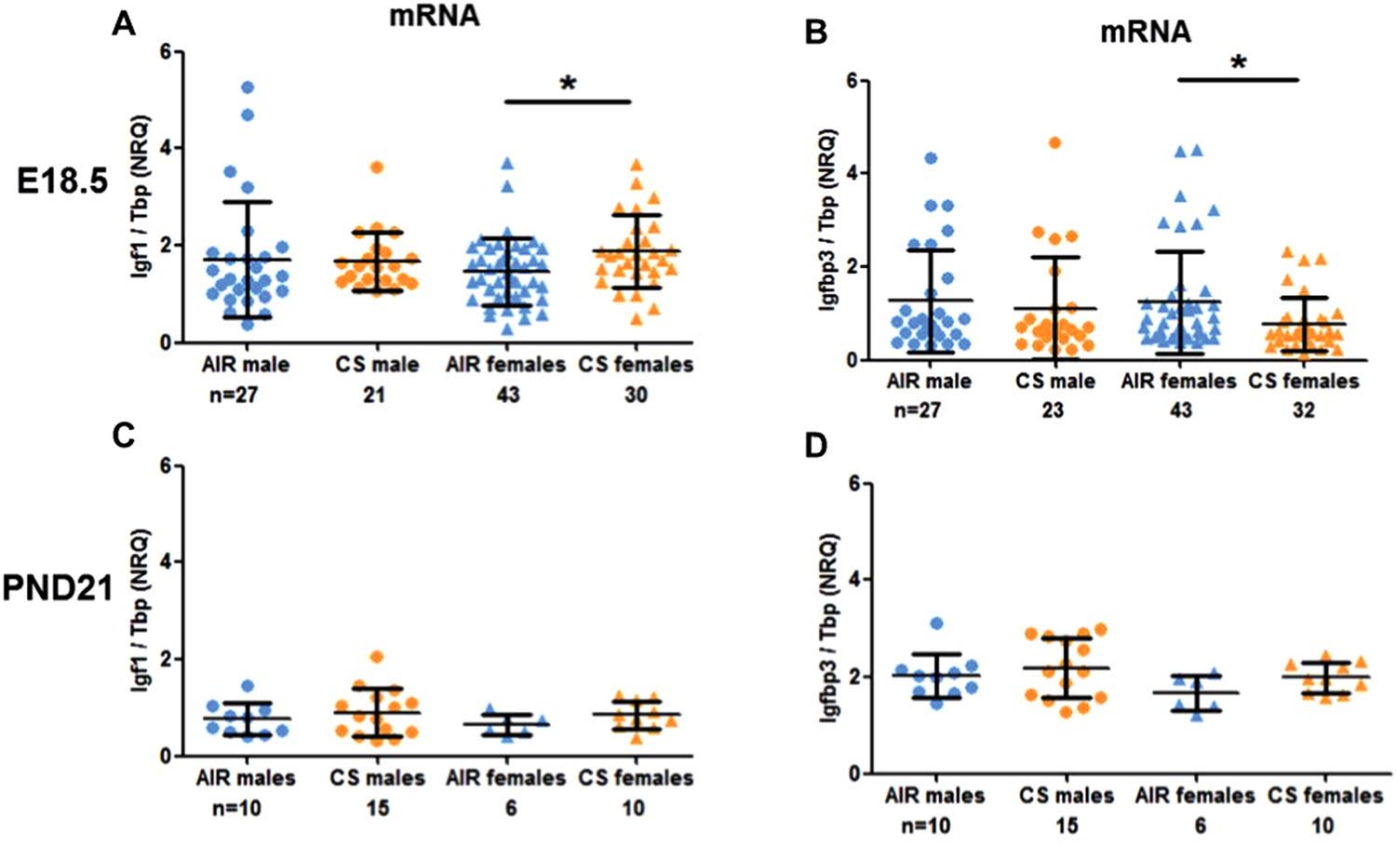
Pulmonary gene expressions of *Igf1* and *Igfbp3* after intrauterine CS exposure. *Igf1* (**A**,**C**) and *Igfbp3* (**B**,**D**) gene expression in lungs of E18.5 and PND21 males (•) and females (▲); AIR- (blue) and CS- (orange) exposure. Normalized relative quantity (NRQ) with TATA-binding protein (Tbp) as reference gene. Mean + SD, n ≥ 6; MWU (*p < 0.05).

**Figure 8:**
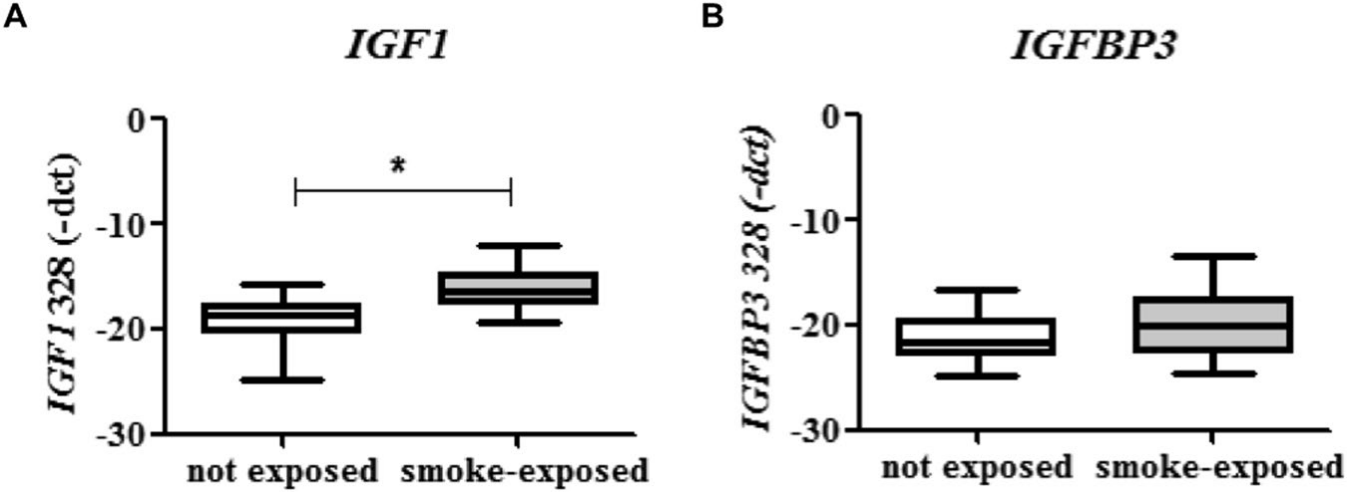
*IGF1* is increased in PBMCs of early life smoke-exposed children. mRNA expression of *IGF1* (**A**) and *IGFBP3* (**B**) following anti-CD3/CD28-stimulation.; p-value from Tobit regression analysis (median ± IQR); n(smoking parents) = 6, n(non-smoking parents) = 17. −∆CT (target – reference gene) values are shown in boxplots, indicating median, quartiles and min/max values. Higher −∆CT indicates higher expression. (*p < 0.05).

## Discussion

In this study, we aimed to investigate underlying molecular mechanisms for lung development deficits due to *in utero* cigarette smoke exposure by using an animal model of maternal smoking during pregnancy. Prenatally exposed mice showed intrauterine and postnatal growth retardation and several alterations on the pulmonary transcriptomic and miRNA levels at E18.5. In addition to this, a reduction of lung function in adolescence was detected, which is of interest as it is a recognized smoking-induced pathology in children^3,4,40–43^. Extensive mRNA/miRNA profiling of fetal lungs revealed a dysregulation of 1340 mRNAs and 133 miRNAs of CS-exposed offspring compared to controls. A subsequent *in silico* construction of networks of transcriptional regulators, revealed, beyond others, *Igf1* as major hub in fetal smoke exposed lungs. Deregulation of pulmonary *Igf1* together with its main binding partner *Igfbp3* was also confirmed by qRT-PCR in murine offspring and further corroborated in school-aged children by showing reduced *IGF1* expression in PBMC after prenatal and early-life smoke exposure.

As our goal was to investigate the consequences that are purely related to prenatal smoke-exposure and not to a compromised pregnancy by maternal stress, we designed the exposure in a way that the basic parameters of successful pregnancy remained unaltered. As smoking is linked to reduced fertility and increased rates of abortion^44^, mice were subjected to smoke after fertilization but prior to the formation of the lung bud. In order to compare the severity of our smoke exposure to other studies and human data, we assessed cotinine, a nicotine metabolite in urine, and carboxyhemoglobin (Co-Hb) levels in the blood.

We observed an 5.12-fold increase of urine cotinine levels, and a 4.84-fold increase in Co-Hb in our model in smoke exposed mothers compared to air controls. However, it has to be noted that in this study samples were drawn 4 h after the last smoke exposure, and the half-time of cotinine in C57BL/6 mice is only 38 min^45^. Thus, we assume the fold-increase in urine cotinine levels are reflecting light smoking when compared to data from a large cohort of pregnant women^46^. Nonetheless, intrauterine growth retardation was pronounced and – more importantly - sustained into adulthood, while smoking was stopped at birth. Surprisingly, the offspring did not show catch-up weight gain after weaning, even after the adjustment for sex, litter size and consideration of seasonal effect; thus it is intriguing to speculate that intrauterine smoke-exposure causes a persistent developmental disadvantage.

We observed lung function deficits in CS-exposed offspring at the age of three weeks. Of note, female offspring exhibited spontaneous airway hyperreactivity (AHR), even in the absence of allergen challenge, and showed a significant higher expression of *Igf1* at E18.5, thus indicating a possible link between *Igf1* and lung function. It is intriguing to speculate that the observed lung function differences are due to increased airway remodeling, which has been previously reported in similar models of prenatal smoke exposure^47^, which we however could not investigate in this study.

Sexual dimorphism is well known in physiological and non-physiological lung responses^48^ including developmental, hormonal, airway structural and functional differences. For example, female fetuses start mouth movements^49^, surfactant synthesis and maturation earlier than male fetuses^50^. In early childhood, girls have larger airways in relation to lung size, and lower specific airway resistance than boys (reviewed in^51^). Thus, it is conceivable that environmental insults act differently on females and males during development. Nonetheless, the assessment of sex differences has so far been neglected in most inter- or trans- generational animal models.

Fetal smoke-exposed lungs showed regulation of signaling molecules at multiple levels from transcription regulators to their down-stream targets. To avoid seeing acute and transient effects, arrays were performed one day after the last smoke exposure on pups delivered by c-section (E18.5). Thus, even though the fold–changes of gene expression were low, they might indicate the onset of pathology and hence be more relevant than stronger events occurring at the end of molecular cascades.

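Most differences on the arrays were small, and the larger ones lay among genes that were lower in CS lungs. Folds are ratios from mean log2 intensities, and means of linear intensities give another order, with Spag5 (1.77-fold) ahead of Bub1b (1.76-fold), and Inmt (2.65-fold) ahead of Scd1 (2.30-fold) and Sln (2.01-fold). The median absolute fold change of the probe sets past the study threshold was 1.3, and the largest was 3.66. Among genes with a symbol of their own, the highest fold in the upward direction was 1.77 for Bub1b, a kinase of the spindle checkpoint, at 5.33 ± 0.46 (SD, n = 12) in CS and 4.50 ± 0.52 (SD, n = 9) in AIR lungs (limma adjusted p = 0.416, exact permutation p = 0.00113). Next came Spag5, a spindle protein, at 1.74-fold, then Ccnb2, and then Stil, which acts in centriole duplication, at 1.71-fold. In the downward direction, AIR lungs exceeded CS lungs 3.22-fold for the desaturase Scd1, 2.82-fold for Sln, a regulator of the calcium pump of heart and skeletal muscle, and 2.68-fold for Inmt. Scgb3a1, a secretoglobin of the airways, was 2.00-fold higher in AIR lungs (exact permutation p = 0.0172). Sln was 3.95 ± 1.65 (SD, n = 12) in CS and 5.44 ± 1.28 (SD, n = 9) in AIR lungs, a spread between fetuses larger than for most genes (limma adjusted p = 0.586, exact permutation p = 0.0379). Its call was lost with the number range as a block (-1.27), without AIR male 2 (-1.27) and without AIR male 3 (-1.31). Of 23 heart muscle genes, 5 were lower at the study threshold and 0 higher (0 when adjusted over the list alone), with a camera adjusted p of 1.76e-06 and an adjusted p = 0.453 with an estimated correlation. None of 16 skeletal muscle genes passed the study threshold, and their mean difference was -0.33 (camera adjusted p = 9.92e-04, adjusted p = 0.369 with an estimated correlation), a call that was lost with the number range as a block (adjusted p = 0.0503). Without AIR female 7 the skeletal muscle difference was -0.21. Within the lower and the higher animal numbers, respectively, the differences were 1.34 and 0.28 for Bub1b, 1.24 and 0.31 for Spag5, 0.75 and 0.58 for Stil, -2.57 and -0.34 for Inmt, -1.73 and 0.05 for Scgb3a1, -2.29 and -0.35 for Sln, -0.83 and -0.05 for the heart muscle list and -0.34 and -0.12 for the skeletal muscle list.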

Lung development is a precisely controlled process of parallel proliferation, differentiation and apoptosis. Transcriptional regulator network showed dysregulation of the genes that are relevant for development and the onset of respiratory diseases. The transcription factors *E2f7* and *E2f8* protect cooperatively against excessive apoptosis via repression of *E2f1* and are strictly required for embryonic development^37,52^. *Mybl2*, which controls cell cycle progression and cell fate in embryonic stem cells^2^, was equally upregulated implying disturbed early developmental processes. On the other hand, *Cebpa* and *Srbf1* which are considered to be critical for lung maturation and respiratory epithelial differentiation (*Cebpa*), were decreased^53–55^.

IGF1 is an important regulator of somatic growth and cell differentiation^56^ where the absence of its signaling results in severe growth failure^57,58^. A specific role of *IGF1* for lung development is indicated by strong *IGF1* upregulation in lung structural cells in bronchopulmonary dysplasia^59^ or severe pulmonary hypoplasia resulting from diaphragmatic hernia^60^. *Igf1* deficient mice were shown to exhibit growth failure which was more pronounced in lungs as compared to body weight^61,62^.

So far, data relating prenatal smoke exposure to changes of pulmonary IGF-1 are limited. One study in adult male smokers reported reduced serum IGF-1 and IGFBP-3 levels that returned to normal levels after smoking cessation^63^. Two mouse studies have previously implicated the *Igf1* axis with prenatal smoke exposure, and of note both found sex-specific effects as we did in this study. The first one used Balb/c mice that were nose-only exposed during the entire pregnancy, and was in contrast to our findings showing lower *Igf1* mRNA expression in 30-day old female offspring in comparison to control^29^. This was related to sex-dependent differences in promoter methylation of *Igf1r*. This was recently confirmed in a second study using a prenatal smoke model in C57Bl/6 mice, which also showed that Igfr1 CpG methylation was organ- and sex-specific^64^. The difference to our study could be due to the different time point of analysis as the observed increase in *Igf1* levels in our study was only found at E18.5, but not at PND 21 and we did not investigate d30. Along this line, it has been found that *Igf1* levels decrease postnatally^65^. Concerning the *Igf1* levels in male offspring, our results were in accordance to the abovementioned study by Meyer *et al*. showing no significant change in *Igf1* expression. However, other investigators did not reveal such a relationship^66^.

In humans, maternal smoking in pregnancy has been associated with lower placental GH and human cord blood IGF-1 protein concentrations^67^. Another study, as well, showed a lower cord blood IGF-1 in infants from mothers who smoked during early pregnancy, with the strongest decline in girls as compared to boys^68^. Similar to our findings in mice, the growth hormone deregulation was more pronounced in females. In this study, we partly validated our findings from the mouse model by the observation that *IGF-1* levels are increased in PBMCs from *in utero* CS-exposed, healthy children at school age. However, the number of human samples used in the present study did not allow stratifying for sex. Further, these children were healthy; thus we do not have any further information on whether they had subtle deficits in lung function and as lung development is vastly different between mice and humans^69^ they do not reflect the same developmental stages as in our murine model. Nonetheless, this is a first hint that *IGF-1* dysregulation might be an important effector of *in utero* CS-exposure and might indicate a certain ‘molecular defect’ in smoke-exposed children, which could for example result in a changed susceptibility to develop chronic lung diseases such as asthma in later life. Thus, this needs to be further investigated in future studies.

We acknowledge several potential limitations of our study. First, similar to human studies^2^, murine models do not allow to clearly separate the effects of intrauterine growth retardation from smoke exposure on the developing lung. Second, despite the apparently normal course of pregnancy, placental functions could be affected. Prenatal smoking, albeit at higher doses, has been shown to influence decidua immune responses in mice and humans^70^. Nicotine exposure has further been linked to altered placental development and function in rats^71^. In humans, maternal smoking has been related to global^72^ and gene-specific^73^ placental DNA-methylation thus indicating an abnormal placental function. Third, although air and smoke test animals were handled in the same way, smoking, is an additional – although unavoidable -, stress factor itself. Moreover, maternal stress during pregnancy can induce low-level maternal corticosterone^74^ and increase responsiveness to allergen challenge in offspring^74,75^. Thus, it is possible that besides smoking, elevated maternal stress hormones might have contributed to our findings.

In summary, we here show that prenatal smoke exposure is associated with deregulated pulmonary transcriptomes, miRNA levels and *Igf1* in a sex-specific manner. To our knowledge we are the first to report a change in pulmonary transcriptomes and miRNA levels at day E18.5, which Ingenuity Pathway Analysis (IPA) predicted to be involved in respiratory disease as one of the top hits. These findings, taken together with the previously reported Igf1 dysregulation might not only indicate an aberrant lung development, but might also alter the offsprings’ response to environmental insults, such as allergens or cigarette smoke and therewith predispose for the development of chronic lung diseases.

## Electronic supplementary material

Supplementary Information

## References

[1] Benjamin-Garner R, Stotts A (2013). Impact of smoking exposure change on infant birth weight among a cohort of women in a prenatal smoking cessation study. Nicotine Tob Res.

[2] Bjerg A, Hedman L, Perzanowski M, Lundback B, Ronmark E (2011). A strong synergism of low birth weight and prenatal smoking on asthma in schoolchildren. Pediatrics.

[3] Moshammer H (2006). Parental smoking and lung function in children: an international study. Am J Respir Crit Care Med.

[4] Hollams EM, de Klerk NH, Holt PG, Sly PD (2014). Persistent effects of maternal smoking during pregnancy on lung function and asthma in adolescents. Am J Respir Crit Care Med.

[5] Gilliland FD, Berhane K, Li YF, Rappaport EB, Peters JM (2003). Effects of early onset asthma and in utero exposure to maternal smoking on childhood lung function. Am J Respir Crit Care Med.

[6] Maritz GS, Harding R (2011). Life-long programming implications of exposure to tobacco smoking and nicotine before and soon after birth: evidence for altered lung development. Int J Environ Res Public Health.

[7] Duijts L (2012). Fetal exposure to maternal and paternal smoking and the risks of wheezing in preschool children: the Generation R Study. Chest.

[8] Burke H (2012). Prenatal and passive smoke exposure and incidence of asthma and wheeze: systematic review and meta-analysis. Pediatrics.

[9] den Dekker HT (2015). Tobacco Smoke Exposure, Airway Resistance, and Asthma in School-age Children: The Generation R Study. Chest.

[10] Beyer D, Mitfessel H, Gillissen A (2009). Maternal smoking promotes chronic obstructive lung disease in the offspring as adults. Eur J Med Res.

[11] Svanes C (2010). Early life origins of chronic obstructive pulmonary disease. Thorax.

[12] Duijts L, Reiss IK, Brusselle G, de Jongste JC (2014). Early origins of chronic obstructive lung diseases across the life course. Eur J Epidemiol.

[13] Leone FT (2015). An Official American Thoracic Society Research Statement: Current Understanding and Future Research Needs in Tobacco Control and Treatment. Am J Respir Crit Care Med.

[14] Golding J, Northstone K, Gregory S, Miller LL, Pembrey M (2014). The anthropometry of children and adolescents may be influenced by the prenatal smoking habits of their grandmothers: a longitudinal cohort study. Am J Hum Biol.

[15] Miller LL, Pembrey M, Davey Smith G, Northstone K, Golding J (2014). Is the growth of the fetus of a non-smoking mother influenced by the smoking of either grandmother while pregnant?. PLoS One.

[16] Li YF, Langholz B, Salam MT, Gilliland FD (2005). Maternal and grandmaternal smoking patterns are associated with early childhood asthma. Chest.

[17] Magnus MC (2015). Grandmother’s smoking when pregnant with the mother and asthma in the grandchild: the Norwegian Mother and Child Cohort Study. Thorax.

[18] Miller LL, Henderson J, Northstone K, Pembrey M, Golding J (2014). Do grandmaternal smoking patterns influence the etiology of childhood asthma?. Chest.

[19] Rehan VK, Liu J, Sakurai R, Torday JS (2013). Perinatal nicotine-induced transgenerational asthma. Am J Physiol Lung Cell Mol Physiol.

[20] Raaberg L (1992). Epidermal growth factor transcription, translation, and signal transduction by rat type II pneumocytes in culture. Am J Respir Cell Mol Biol.

[21] Raaberg L, Nexo E, Poulsen SS, Jorgensen PE (1995). An immunologic approach to induction of epidermal growth factor deficiency: induction and characterization of autoantibodies to epidermal growth factor in rats. Pediatr Res.

[22] Raaberg L, Nexo E, Jorgensen PE, Poulsen SS, Jakab M (1995). Fetal effects of epidermal growth factor deficiency induced in rats by autoantibodies against epidermal growth factor. Pediatr Res.

[23] Warburton D (1992). Epigenetic role of epidermal growth factor expression and signalling in embryonic mouse lung morphogenesis. Dev Biol.

[24] Minoo P, King RJ (1994). Epithelial-mesenchymal interactions in lung development. Annu Rev Physiol.

[25] Peters K (1994). Targeted expression of a dominant negative FGF receptor blocks branching morphogenesis and epithelial differentiation of the mouse lung. EMBO J.

[26] Kaartinen V (1995). Abnormal lung development and cleft palate in mice lacking TGF-beta 3 indicates defects of epithelial-mesenchymal interaction. Nat Genet.

[27] Epaud R (2012). Knockout of insulin-like growth factor-1 receptor impairs distal lung morphogenesis. PLoS One.

[28] Liu JP, Baker J, Perkins AS, Robertson EJ, Efstratiadis A (1993). Mice carrying null mutations of the genes encoding insulin-like growth factor I (Igf-1) and type 1 IGFreceptor (Igf1r). Cell.

[29] Meyer KF (2017). Prenatal exposure to tobacco smoke sex dependently influences methylation and mRNA levels of the Igf axis in lungs of mouse offspring. Am J Physiol Lung Cell Mol Physiol.

[30] Clifton VL (2010). Effect of maternal asthma, inhaled glucocorticoids and cigarette use during pregnancy on the newborn insulin-like growth factor axis. Growth Horm IGF Res.

[31] John G (2014). The composition of cigarette smoke determines inflammatory cell recruitment to the lung in COPD mouse models. Clin Sci (Lond).

[32] Raedler D (2015). Identification of novel immune phenotypes for allergic and nonallergic childhood asthma. J Allergy Clin Immunol.

[33] Melgert BN, Ray A, Hylkema MN, Timens W, Postma DS (2007). Are there reasons why adult asthma is more common in females?. Curr Allergy Asthma Rep.

[34] R Development Core Team. R: A language and environment for statistical computing. (R Foundation for Statistical Computing Vienna, Austria. http://www.R-project.org/), 2011.

[35] Rainer J, Sanchez-Cabo F, Stocker G, Sturn A, Trajanoski Z (2006). CARMAweb: comprehensive R- and bioconductor-based web service for microarray data analysis. Nucleic Acids Res.

[36] Ballenberger N, Lluis A, von Mutius E, Illi S, Schaub B (2012). Novel statistical approaches for non-normal censored immunological data: analysis of cytokine and gene expression data. PLoS One.

[37] Li J (2008). Synergistic function of E2F7 and E2F8 is essential for cell survival and embryonic development. Dev Cell.

[38] Mowla SN, Lam EW, Jat PS (2014). Cellular senescence and aging: the role of B-MYB. Aging Cell.

[39] Schuhmacher MK, Kudithipudi S, Kusevic D, Weirich S, Jeltsch A (2015). Activity and specificity of the human SUV39H2 protein lysine methyltransferase. Biochim Biophys Acta.

[40] Martinez-Mesa J (2012). Life course association of maternal smoking during pregnancy and offspring’s height: data from the 1993 Pelotas (Brazil) birth cohort. J Adolesc Health.

[41] Iniguez C (2013). Maternal smoking during pregnancy and fetal biometry: the INMA Mother and Child Cohort Study. Am J Epidemiol.

[42] Delpisheh A, Brabin L, Drummond S, Brabin BJ (2008). Prenatal smoking exposure and asymmetric fetal growth restriction. Ann Hum Biol.

[43] Horta BL, Victora CG, Menezes AM, Halpern R, Barros FC (1997). Low birthweight, preterm births and intrauterine growth retardation in relation to maternal smoking. Paediatr Perinat Epidemiol.

[44] Castles A, Adams EK, Melvin CL, Kelsch C, Boulton ML (1999). Effects of smoking during pregnancy. Five meta-analyses. Am J Prev Med.

[45] Siu EC, Tyndale RF (2007). Characterization and comparison of nicotine and cotinine metabolism *in vitro* and *in vivo* in DBA/2 and C57BL/6 mice. Mol Pharmacol.

[46] Pickett KE, Rathouz PJ, Kasza K, Wakschlag LS, Wright R (2005). Self-reported smoking, cotinine levels, and patterns of smoking in pregnancy. Paediatr Perinat Epidemiol.

[47] Blacquiere MJ (2009). Maternal smoking during pregnancy induces airway remodelling in mice offspring. Eur Respir J.

[48] Bjerg A (2013). Higher risk of wheeze in female than male smokers. Results from the Swedish GA 2 LEN study. PLoS One.

[49] Hepper PG, Shannon EA, Dornan JC (1997). Sex differences in fetal mouth movements. Lancet.

[50] Torday JS, Nielsen HC (1987). The sex difference in fetal lung surfactant production. Exp Lung Res.

[51] Becklake MR, Kauffmann F (1999). Gender differences in airway behaviour over the human life span. Thorax.

[52] Ouseph MM (2013). Atypical E2F repressors and activators coordinate placental development. Dev Cell.

[53] Xu Y, Ikegami M, Wang Y, Matsuzaki Y, Whitsett JA (2007). Gene expression and biological processes influenced by deletion of Stat3 in pulmonary type II epithelial cells. BMC Genomics.

[54] Sato A, Xu Y, Whitsett JA, Ikegami M (2012). CCAAT/enhancer binding protein-alpha regulates the protease/antiprotease balance required for bronchiolar epithelium regeneration. Am J Respir Cell Mol Biol.

[55] Xu Y (2012). Transcriptional programs controlling perinatal lung maturation. PLoS One.

[56] Lopez IP (2015). Differential organ phenotypes after postnatal Igf1r gene conditional deletion induced by tamoxifen in UBC-CreERT2; Igf1r fl/fl double transgenic mice. Transgenic Res.

[57] Guevara-Aguirre J (2011). Growth hormone receptor deficiency is associated with a major reduction in pro-aging signaling, cancer, and diabetes in humans. Sci Transl Med.

[58] Kruis T (2010). Heterozygous mutation within a kinase-conserved motif of the insulin-like growth factor I receptor causes intrauterine and postnatal growth retardation. J Clin Endocrinol Metab.

[59] Chetty A, Andersson S, Lassus P, Nielsen HC (2004). Insulin-like growth factor-1 (IGF-1) and IGF-1 receptor (IGF-1R) expression in human lung in RDS and BPD. Pediatr Pulmonol.

[60] Miyazaki E, Ohshiro K, Taira Y, Puri P (1998). Altered insulin-like growth factor I mRNA expression in human hypoplastic lung in congenital diaphragmatic hernia. J Pediatr Surg.

[61] Wang J, Zhou J, Powell-Braxton L, Bondy C (1999). Effects of Igf1 gene deletion on postnatal growth patterns. Endocrinology.

[62] Pais RS (2013). Transcriptome analysis in prenatal IGF1-deficient mice identifies molecular pathways and target genes involved in distal lung differentiation. PLoS One.

[63] Renehan AG, Atkin WS, O’Dwyer ST, Shalet SM (2004). The effect of cigarette smoking use and cessation on serum insulin-like growth factors. Br J Cancer.

[64] Meyer KF (2017). The fetal programming effect of prenatal smoking on Igf1r and Igf1 methylation is organ- and sex-specific. Epigenetics.

[65] Copeland KC, Colletti RB, Devlin JT, McAuliffe TL (1990). The relationship between insulin-like growth factor-I, adiposity, and aging. Metabolism.

[66] Palmer RM, Wilson RF, Coward PY, Scott DA (2002). Analysis of circulating insulin-like growth factor-1 (IGF-1) and IGF binding protein-3 (IGFBP-3) in tobacco smokers and non-smokers. Tob Induc Dis.

[67] Coutant R (2001). Relationships between placental GH concentration and maternal smoking, newborn gender, and maternal leptin: possible implications for birth weight. J Clin Endocrinol Metab.

[68] Fleisch AF (2017). Associations of maternal prenatal smoking with umbilical cord blood hormones: the Project Viva cohort. Metabolism.

[69] Metzger RJ, Klein OD, Martin GR, Krasnow MA (2008). The branching programme of mouse lung development. Nature.

[70] Prins JR (2012). Smoking during pregnancy influences the maternal immune response in mice and humans. Am J Obstet Gynecol.

[71] Zhang H (2014). The interplay of DNA methylation over time with Th2 pathway genetic variants on asthma risk and temporal asthma transition. Clin Epigenetics.

[72] Suter M (2011). Maternal tobacco use modestly alters correlated epigenome-wide placental DNA methylation and gene expression. Epigenetics.

[73] Suter M (2010). In utero tobacco exposure epigenetically modifies placental CYP1A1 expression. Metabolism.

[74] Lim R, Fedulov AV, Kobzik L (2014). Maternal stress during pregnancy increases neonatal allergy susceptibility: role of glucocorticoids. Am J Physiol Lung Cell Mol Physiol.

[75] Pincus-Knackstedt MK (2006). Prenatal stress enhances susceptibility of murine adult offspring toward airway inflammation. J Immunol.

# Supplementary material for: Intrauterine smoke exposure deregulates lung function, pulmonary transcriptomes, and in particular insulin-like growth factor (IGF)-1 in a sex-specific manner
**Source:** Sci Rep. 2018 May 15;8:7547. doi: 10.1038/s41598-018-25762-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Intrauterine smoke exposure affects lung function, pulmonary transcriptomes, and in particular insulin-like growth factor (IGF)-1 in a sex-specific manner**

**Stefan Dehmel#, Petra Nathan#, Sabine Bartel2, Natalia El-Merhie2, Hagen Scherb3, Katrin Milger1, Gerrit John-Schuster1, Ali Oender Yildirim1, Machteld Hylkema4, Martin Irmler5, Johannes Beckers5,6,7, Bianca Schaub9, Oliver Eickelberg1, Susanne Krauss-Etschmann2,10***

Stefan Dehmel and Petra Nathan contributed equally to this work (#).

**Materials and Methods**

**Sex determination of fetal mice.** For sex determination of mouse embryos, a PCR-based approach exploiting an intron difference of the X chromosomal *Kdm5c* gene and its Y chromosomal homolog Kdm5d (Agulnik *et al.*, Mamm Genome 8, 134-138, 1997, [PMID 9060413](http://www.pubget.com/paper/9060413)) was used. To this end, mouse tail clips were collected from E18.5 fetal mice and digested overnight with Proteinase K (Merck, Darmstadt, Germany). Genomic DNA from the supernatant of the digest was precipitated and 100 ng were used as template in PCR reactions with a final volume of 12 µl. Primer sequences for *Kdm5c/d* were 5’-GGCTGACTACTTCAACATGCCT-3’ and 5’-CCACTGCCAAATTCTTTGGA-3’. PCR reactions were carried out using a MasterCycler Gradient (Eppendorf, Hamburg, Germany) PCR machine with 35 cycles of amplification. PCR products were separated by agarose gel electrophoresis. 

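The arrays carry transcripts of the same gene pair, on RNA of the lungs and not on tail DNA. The Y-linked Kdm5d had a log2 intensity of 5.05 ± 0.28 (SD, n = 6) in CS males and 5.16 ± 0.29 (SD, n = 5) in AIR males, and of 1.18 ± 0.14 (SD, n = 6) in CS females and 1.25 ± 0.21 (SD, n = 4) in AIR females, near the background of the array. The X-linked Kdm5c was detected in both sexes, at 6.39 ± 0.14 (SD, n = 6) in CS females, 6.32 ± 0.21 (SD, n = 4) in AIR females, 5.93 ± 0.18 (SD, n = 6) in CS males and 6.02 ± 0.19 (SD, n = 5) in AIR males. Xist, the RNA that coats the inactive X chromosome, was 9.58 ± 0.12 (SD, n = 6) in CS females and 9.62 ± 0.08 (SD, n = 4) in AIR females, against 3.15 ± 0.30 (SD, n = 6) in CS males and 3.00 ± 0.39 (SD, n = 5) in AIR males.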

A band size of 255 bp indicated presence of X chromosomal *Kdm5c*, whereas a band size of 226 bp indicated presence of Y chromosomal *Kdm5d*.

**RNA Isolation for qRT-PCR from murine lungs.** Total RNA including small RNAs was isolated using a bead-based tissue homogenization method (MagNaLyzer, Roche, Mannheim, Germany) using the miRNeasy Kit (Qiagen, Venlo, Netherlands) according to the manufacturer’s protocol. RNA quality and quantity were controlled via spectrometry (ND-100; NanoDrop Technologies, Wilmington, USA), capillary electrophoresis (Bioanalyzer Agilent 2100; Agilent Technologies, Santa Clara, USA) and standard gel electrophoresis. Only high quality RNA samples (RIN> 7; 260/280 ratio > 1.8; no degradation as detected by RNA agarose gel) were used for further analyses. For pediatric samples, total RNA was isolated with TRI Reagent (Invitrogen, Carlsbad, USA). One μg of RNA was reverse transcribed according to the manufacturer's instructions (Qiagen, Venlo, Netherlands).

**Single qRT-PCR of murine transcripts.** One µg RNA was transcribed using QuantiTect Reverse Transcription Kit (Qiagen, Venlo, Netherlands) according to manufacturer’s protocol. Specific expression patterns (**Supplementary Table S5**) were analyzed in 12 ng cDNA with the SybrGreen II Master Mix (Roche, Mannheim, Germany) on a LightCycler 480 II (Roche, Mannheim, Germany) using TATA binding protein (Tbp) as a reference gene.

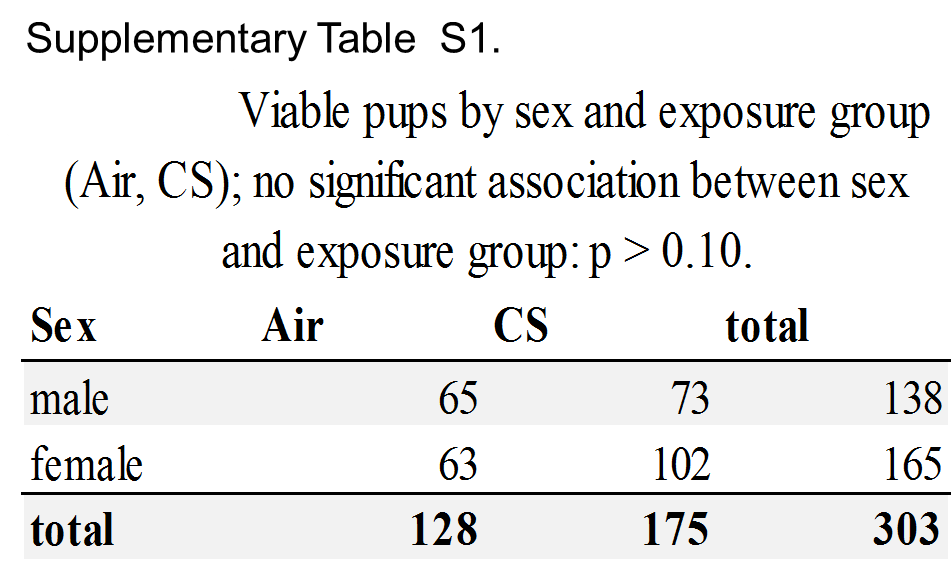

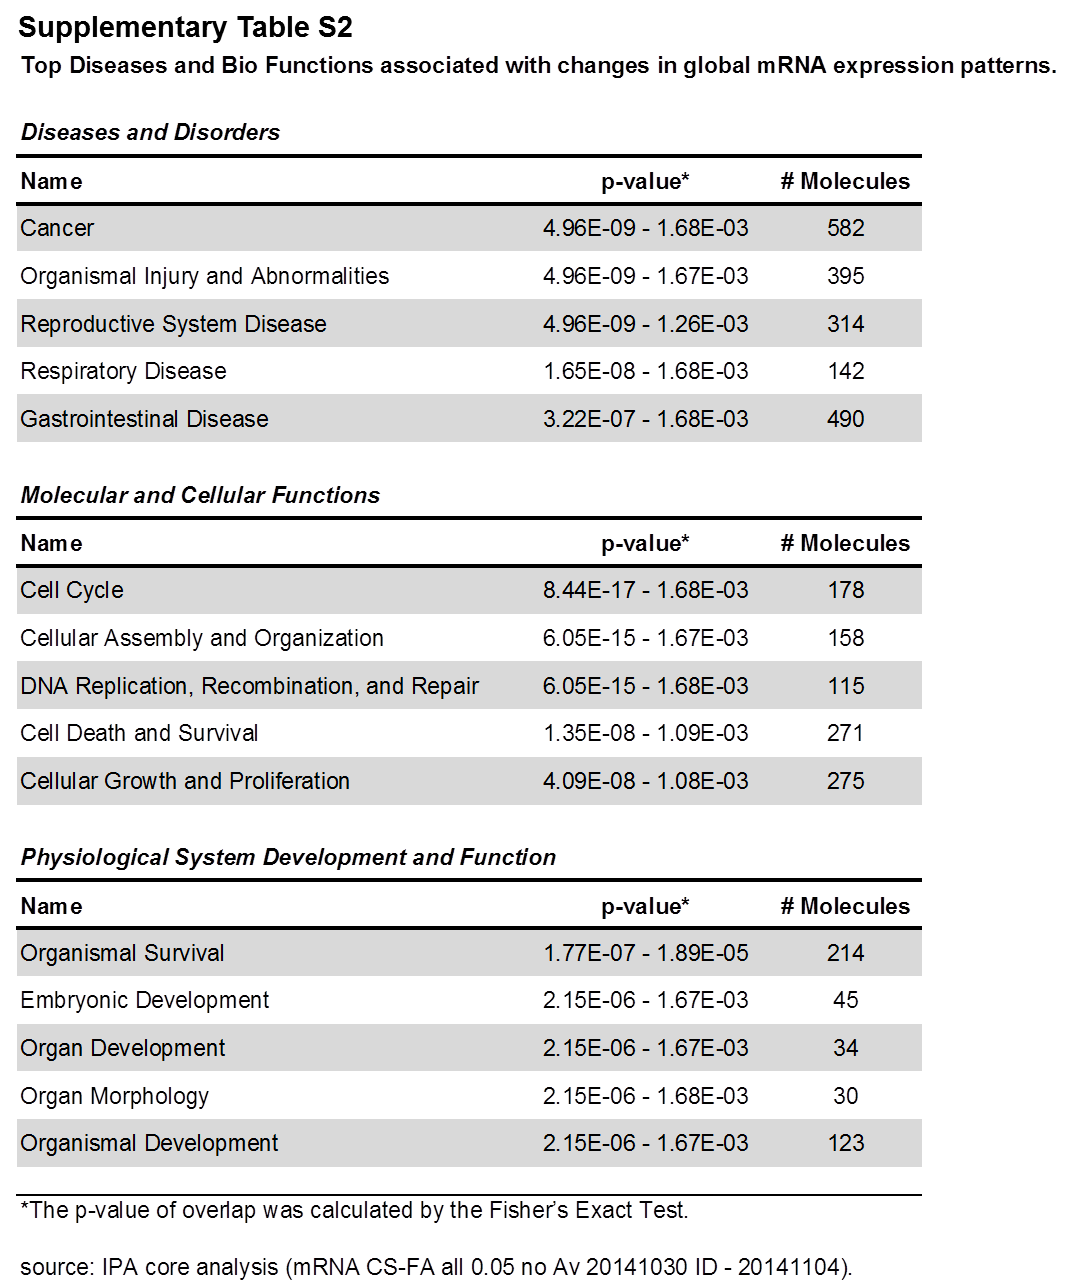

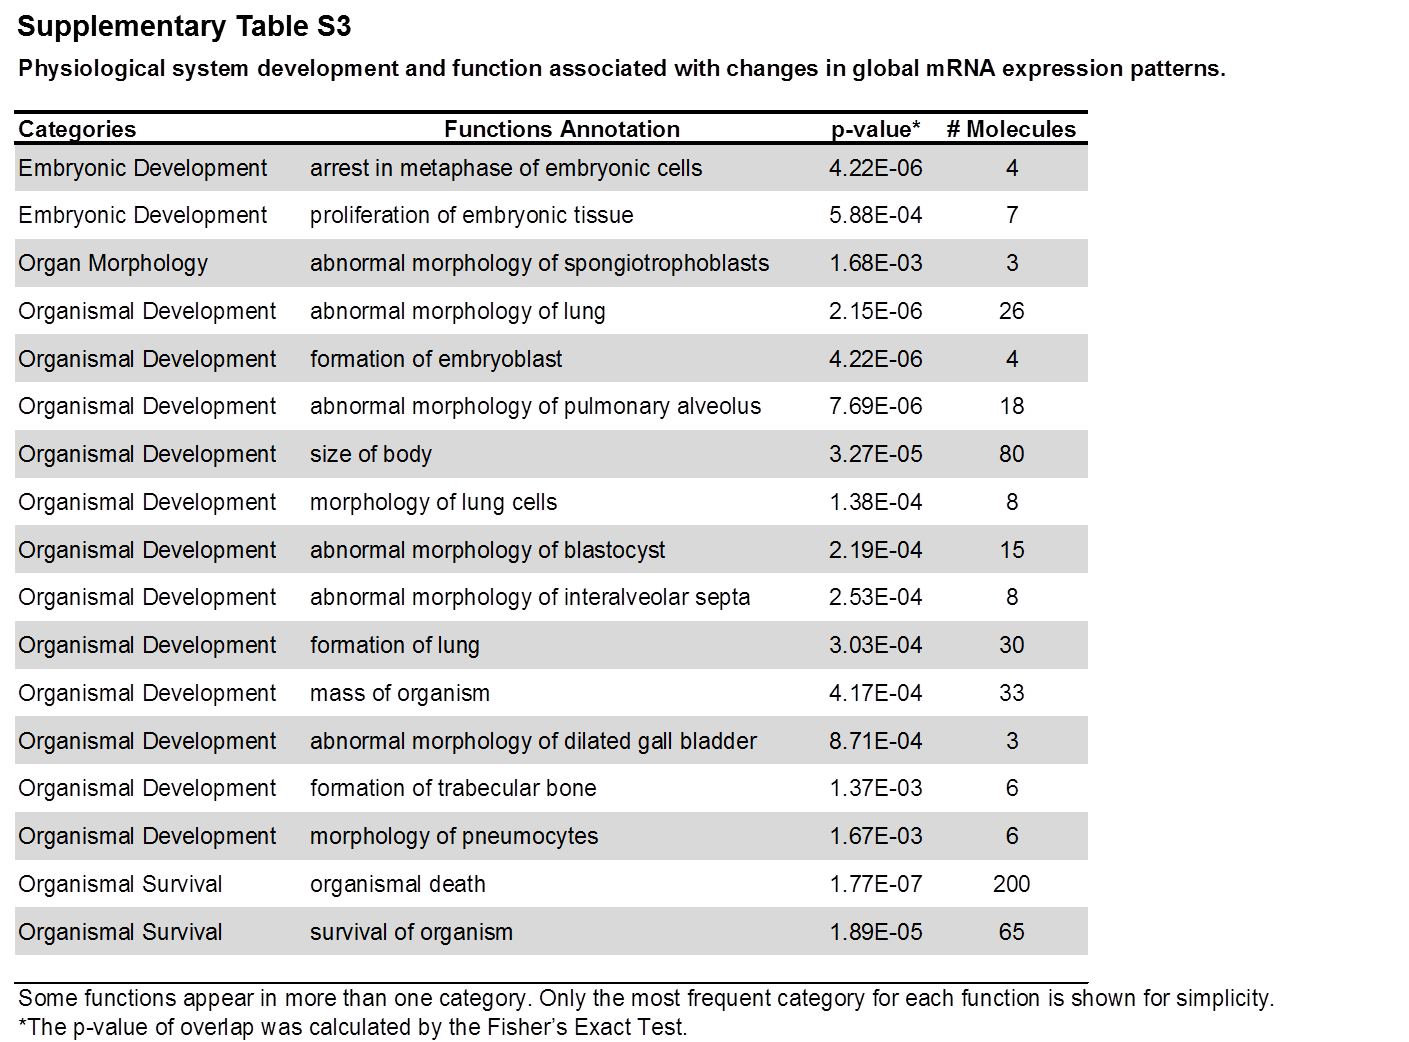

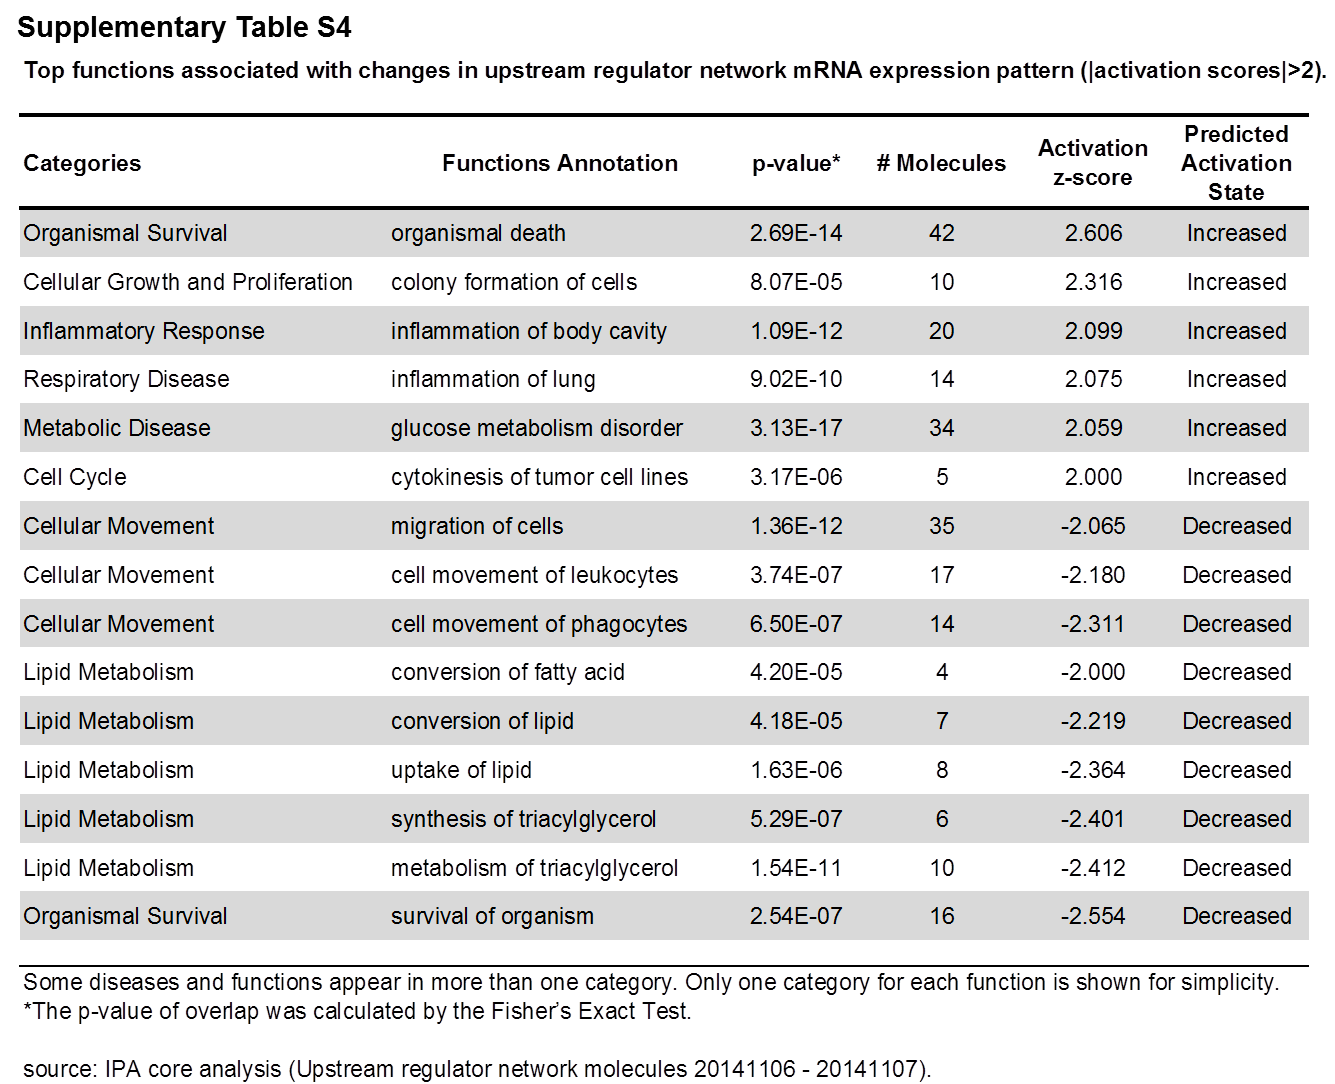

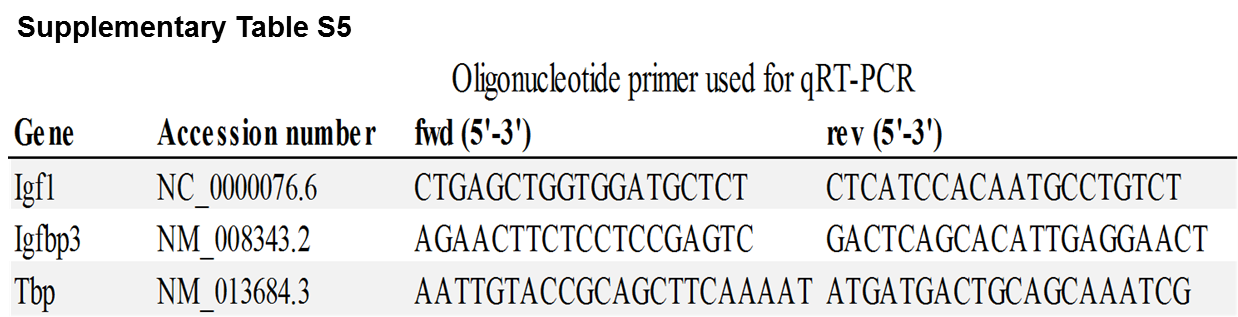

**
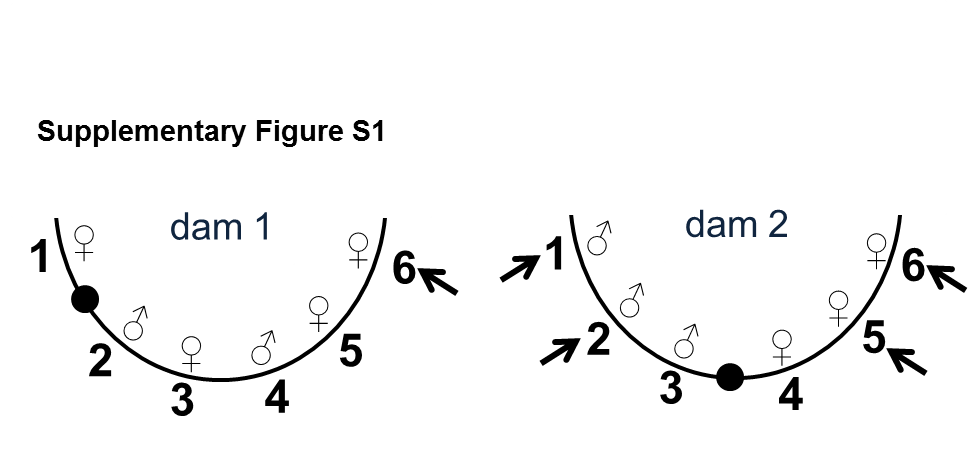
Supplemetary Fig. S1. Schematic representation of *in utero* position and selection of E18.5 fetuses for gene expression profiling.**

Semicircles indicate murine uteri while numbers represent individual fetuses and their sex (determined by genotyping). Dots (•) indicate position of visible resorptions. To minimize confounding effects due to hormonal exposure, only fetuses with neighbors of the same sex were selected (arrows) for profiling.

**
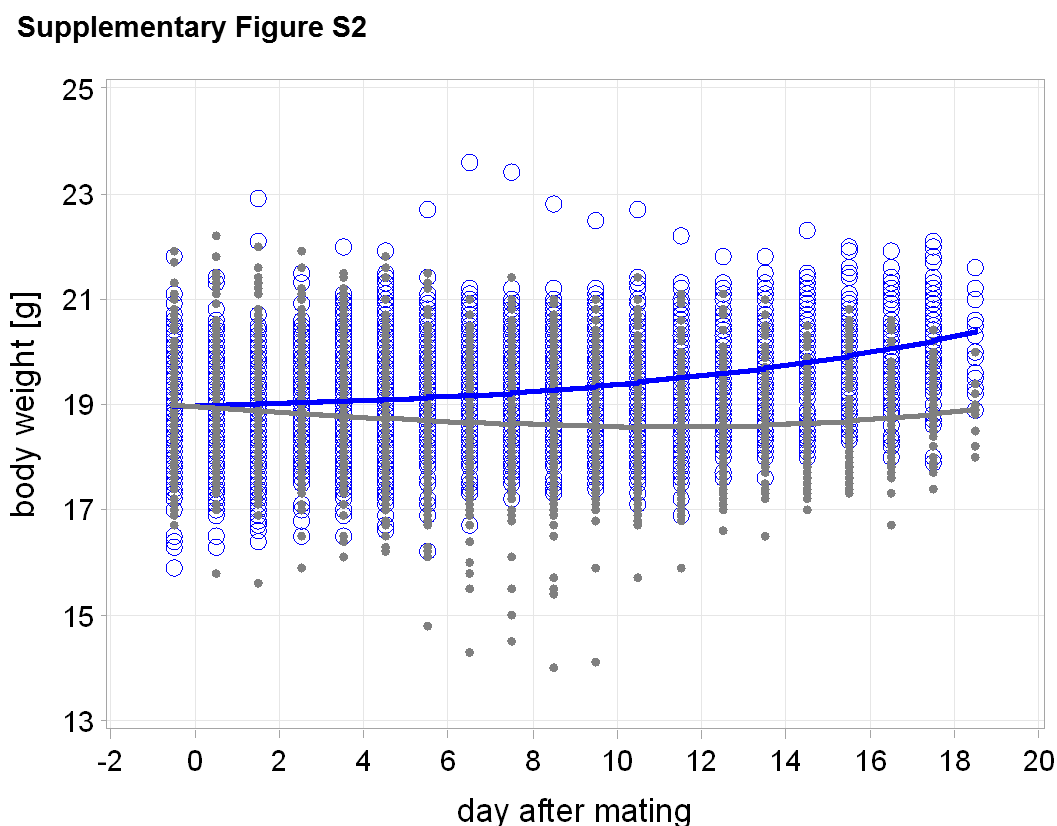
**

**Supplementary Fig. S2.** Weight trends of non-pregnant control mice (blue) and non-pregnant CS-exposed mice (grey); CS-exposed mice lag behind in weight gain by 80 mg/d (95%-CI: 75-84), Graphs depicts all observed values, especially the min and max values for each time point (open circles), and the corresponding optimum polynomial model fits (lines); p<0.0001.

**
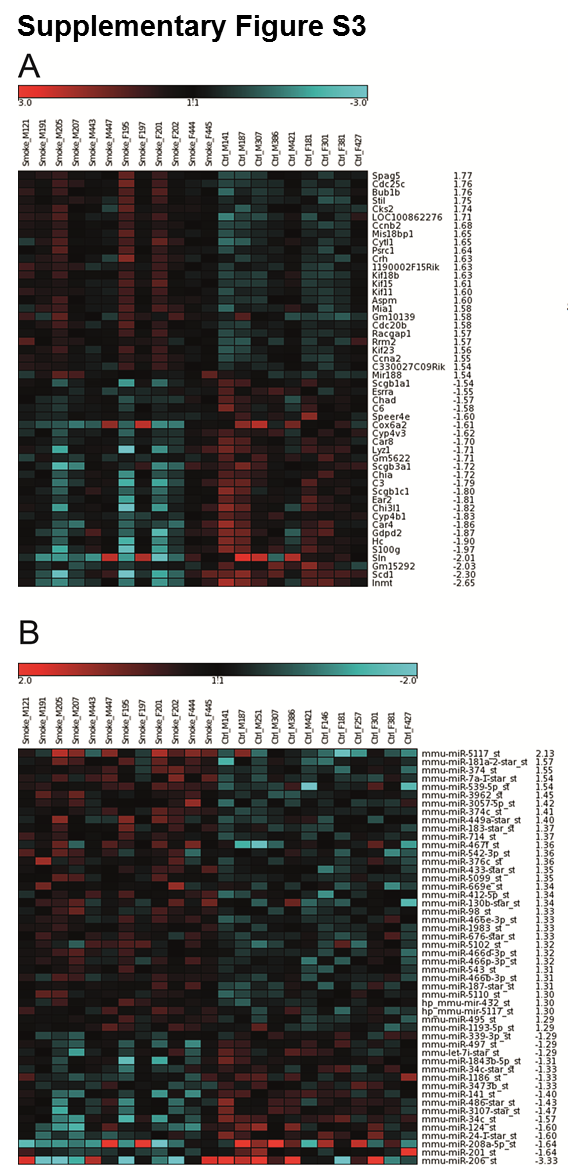
**

**Supplementary Fig. S3. Heatmaps and clustering of gene expression profiling**

Gene expression profiling with Affymetrix GeneChips® of lung homogenate from pubs after intrauterine AIR or CS-exposure. 

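The 50 mRNAs listed in part A fall into 25 higher and 25 lower in CS lungs. Of the 25 higher, 23 could be matched to a probe set with 1 gene symbol, and all 23 were higher at the study threshold. Of the 25 lower, 23 could be matched as well, and all 23 were lower. As the study picked these genes on the same samples, the counts are not independent evidence. The folds printed in the figure match the ratio of the means of linear intensities, with a difference of at most 0.06 for 46 of 46 genes.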

Expression profiles of the top 50 regulated genes for mRNA (**A**) and miRNA (**B**).

How the deposited data were processed for this re-analysis (not part of the article)

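The mRNA arrays measured lungs of 21 mouse fetuses at E18.5, 12 after CS and 9 after AIR exposure of the dams, with 1 array per fetus. The microRNA arrays, weights, lung function tests, qPCR and blood cells of the paper were not analysed here. The authors made the deposited values with Affymetrix Expression Console 1.3.0.187 as RMA gene-level log2 intensities, with background correction, sketch-quantile normalization between arrays and median polish over probes. Calls of detection above background, which the authors also computed, are not among the values used here, and raw array files were not at hand, so no filter on detection was applied. Array medians and ranges were nearly equal between arrays, no pair of arrays was identical, and correlations between arrays were 0.950 to 0.971. The first principal component held 7.78% of the variance and the second 7.36%. Of 41345 probe sets, 23521 carry 1 gene symbol, 1814 several and 16010 none in the annotation of the array, and 23328 of the first were matched to the reference table by their gene number. Symbols covered 22179 genes, each represented by the probe set with the highest mean over all arrays.

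CS was compared with AIR by lmFit and eBayes of limma 3.58.1 in R 4.3.3 on 40543 probe sets, with both sexes merged. A second fit gave each sex and exposure its own mean and tested CS against AIR in females, in males, and the difference of these effects. Calls at the study threshold needed an absolute fold change over 1.2 and an unadjusted p under 0.05, and calls at a false discovery rate of 10% used Benjamini-Hochberg adjusted p without a fold limit. Gene lists covered mitosis, DNA replication, E2F, MYB and DREAM regulators, alveolar type II, type I, club and secretory, and ciliated cells, fatty acid and cholesterol metabolism, aryl hydrocarbon receptor and NRF2 targets, the IGF axis, endothelium, matrix, macrophages, inflammation, glucocorticoid and hypoxia targets, lung development regulators, imprinted growth genes and erythroid cells. Lists of heart and skeletal muscle, thymocytes, cartilage, brown fat, oesophagus and liver served to look for other tissue, and sex-linked and reference genes as checks. Camera was used with a preset correlation of 0.01 and with an estimated correlation, fry as a second test, and adjusted p covered the 30 lists. A count adjusted over the list alone holds the members at an adjusted p under 0.10 among the genes of that list. Of the 30 lists, camera called 13 at an adjusted p under 0.05 (3 higher and 10 lower in CS lungs), 0 with an estimated correlation, fry 5, the exact permutation test of list means 5, and the same test with fetuses regrouped only within the number ranges 0. Permutation tests were run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, counted differences in both directions, and were exact except for the correlations over 12 or more fetuses, which used 100000 resamples. Within the number ranges there are 165 and 210 regroupings, within females 210 and within males 462.

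Named genes were those the paper names for the arrays, the 12 with the largest fold in each direction past the study threshold, the members of each list with the lowest p, the IGF axis, those with the lowest p for a difference between the sexes, and checks. The figures of the paper had been seen when this rule was written, and the text names 80 of the genes with a full set of alternatives. The fits were tested on simulated arrays of the same design with 50 changed probe sets for each of 4 sizes. The simulated noise was independent between probe sets and fetuses, without litters, number ranges or correlation between genes. The counts below may therefore overstate recovery in the real arrays. At log2 differences of 0.3, 0.5, 1 and 1.5 the study threshold recovered 35, 46, 50 and 50 of 50 in CS against AIR, and the false discovery rate of 10% recovered 10, 27, 47 and 47. Among unchanged simulated probe sets the study threshold called 1139 and the false discovery rate 13. In females the study threshold recovered 25, 38, 49 and 49 and in males 24, 37, 47 and 49, and the false discovery rate recovered 1, 7, 35 and 42 and 2, 11, 38 and 41. For the difference between the sexes the false discovery rate recovered 0, 5, 29 and 37. Alternatives changed the probe sets tested, the variance model, the normalization, array weights, blocks for the replicate number or the number range, covariates for sex or other tissue, the threshold and the arrays included, with each array also left out in turn. Labels of all 21 arrays give exposure and sex, and no array was left out of the comparisons above.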

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

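In this part, the test of chance behind the weaker CS effect in the higher animal numbers was chosen only after the result was seen. Within the 4 groups of exposure and sex, 12 of 144 sets of values held a fetus that lay apart from the others, where chance gives about 1 in 20, or 7.2. The sets were list means and the values of 7 genes named by the paper, and all 12 were list means. Values are differences from the mean of the other fetuses of the group, on the log2 scale. Thymocyte genes were 3.38 higher in CS male 1, 2.17 higher in CS female 8 and 2.03 higher in AIR female 9. Skeletal muscle genes were 1.46 higher in AIR female 7. Oesophagus and basal epithelium genes were 2.39 higher in AIR female 7 and 0.358 higher in CS female 8. Liver genes were 0.863 higher in CS male 3. Brown fat genes were 0.732 higher in CS female 8. Hypoxia targets were 0.681 higher in CS female 7. Imprinted growth genes lay lowest in CS male 1, with a difference of -0.139.

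Heart muscle genes were 2.54 higher in CS female 8 and 2.13 higher in CS male 6 than in the other fetuses of their groups, and 5 fetuses of all groups lay over 1 above the median of all arrays. After removal of the group means, Sln ran with the mean of the other 22 heart muscle genes across 21 fetuses (r = 0.918, permutation p = 1e-05, the smallest that the resamples can give, rho = 0.864, and r = 0.863 without the 2 farthest fetuses), so a candidate explanation is that pieces of lung carried different amounts of heart muscle, whose abundant Tnnt2 lay at 8.00 ± 1.07 (SD, n = 12) in CS and 8.56 ± 0.94 (SD, n = 9) in AIR lungs. With 16 skeletal muscle genes the same test gave r = 0.501 (permutation p = 0.0204, rho = 0.595), between the bounds set for it, so a share of skeletal muscle stays open. Heart and skeletal muscle lists have no gene in common here, and the figures of the study show 2 of the 23 heart genes. Cardiac muscle around the pulmonary veins, which belongs to the mouse lung, carries the same transcripts and was not tested.

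The CS effect differed between the lower and the higher animal numbers for 10 of 30 lists at an adjusted p under 0.05 in an exact permutation test. The effect in the first range minus that in the second was 0.90 for mitosis, 0.57 for DNA replication, 0.33 for E2F, MYB and DREAM regulators, -0.93 for alveolar type II, -0.49 for alveolar type I, -0.91 for club and secretory, -0.37 for fatty acid, -0.35 for cholesterol, -0.45 for endothelial and -0.24 for matrix genes. The mitosis value of 0.90 had an exact permutation p = 0.00320 (adjusted p = 0.0137), but this test was chosen after the difference had been noticed in the same data, so chance in small groups stays open. In the first range the mitosis mean was 5.31 ± 0.33 (SD, n = 8) in CS and 4.32 ± 0.15 (SD, n = 3) in AIR, and in the second it was 4.78 ± 0.05 (SD, n = 4) and 4.70 ± 0.33 (SD, n = 6), where the lowest adjusted p of the 30 lists was 0.923. The paper states that animals of several experimental batches and seasons entered the molecular analyses, but whether the number ranges follow these is not given, and the cause stays open.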

How the results depend on the processing

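Chosen only after seeing the data were the thymocyte covariate, the 3 list means as covariates, the sets without arrays high in thymocyte or other-tissue genes, each number range alone, and folds from linear means. Of 2328 comparisons for 80 named genes, 2203 kept direction and side of the study threshold, 85 were weaker, 38 stronger and 2 reversed, neither for a gene called with all arrays. For lists, 915 of 1007 comparisons kept direction and call, 38 were weaker, 27 stronger and 27 reversed, 9 of these for lists called with all arrays. For counts, 296 of 329 stayed within 1.5 times the value reported. The cause of the changes below was not tested.

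With fewer probe sets, those of 1 gene symbol gave 1095 calls at the study threshold, 1415 in females and 1254 in males, 1 per gene gave 1040, 1343 and 1192, and the brighter ones gave 1304 in females and 1123 in males. At a false discovery rate of 10% the sets of 1 symbol and of 1 per gene called 3 genes, Ccnb2 (0.78), Gpam (-0.54) and Cyp4b1 (-0.85), with adjusted p = 0.091 and 0.0857. A fold limit of 1.5 gave 257. An estimated correlation gave 0 lists for CS against AIR and 0 for the difference between the sexes. The replicate number as a block gave 2213 calls at the study threshold, 5 lists for the difference between the sexes, and NRF2 targets at -0.01 (-0.00843), but correlations of the paired arrays were -0.0723 to 0.132 and 1 of 9 was the best match of its own number. Other lists near 0 reversed without passing a test: glucocorticoid targets with array weights (0.00416), aryl hydrocarbon receptor targets with the number block (0.00509), and NRF2 targets (-9.89e-04) and brown fat (0.00173) with the heart covariate. The thymocyte covariate, the 3 covariates and the set without arrays high in thymocyte genes each left 1 list for the difference between the sexes, and the 3 covariates gave 1 call in females at a false discovery rate of 10%, a probe set without a symbol. Without arrays high in other-tissue genes, 2697 probe sets passed the study threshold and skeletal muscle was at 0.10. The lower animal numbers alone gave 3330 calls and 100 at a false discovery rate of 10% (25 higher and 75 lower). Chance gave more calls at the study threshold where fewer fetuses were compared, so 2697 and 3330 cannot be compared directly with the count from all arrays. The higher animal numbers alone gave 0 lists, with E2F, MYB and DREAM regulators at -0.0626, alveolar type II at 0.0522, type I at 0.0719, club at 0.0356, fatty acid at 0.00195, cholesterol at 0.0598, endothelial at 0.0631, macrophage at 0.00936 and thymocyte genes at -0.105. Leaving out each array in turn gave 1602 to 2061 calls at the study threshold and 0 to 1 at a false discovery rate of 10% (Ccnb2, 0.87, adjusted p = 0.0642, without AIR male 5), 0 to 2 in males (2 probe sets without a symbol without AIR male 3, and Mapkbp1, -0.78, without AIR male 5), 0 to 2 for the difference between the sexes (without CS female 8 or AIR male 3), and 1 to 5 lists for that difference (1 without CS male 1, 5 without AIR female 7). Ranges over the left-out arrays were -0.0286 to 0.00852 for aryl hydrocarbon receptor targets, -2.68e-04 to 0.0264 for NRF2 targets, -0.0270 to 0.0303 for glucocorticoid targets and -0.0180 to 0.128 for Mybl2.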

Differences from the paper's values

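Here the settings with folds from linear means, with single number ranges and with other-tissue genes were chosen only after the values were seen. The paper reports 1340 regulated mRNAs at an absolute fold change over 1.2 and an unadjusted p under 0.05, and 1789 probe sets passed that threshold here, within 1.5 times of it. Of the alternatives set before the data were examined, the replicate block (2213), the fold limit of 1.5 (257, a stricter threshold than the paper's) and the set without AIR male 5 (2061) differ from the paper's count by more than 1.5 times. Folds from the means of linear intensities gave 1836, and together with a mean log2 intensity over 2, chosen after seeing the values, 1342, which drops 6 of 87 of the paper's own genes called here.

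Of 94 genes of the paper that could be matched, 87 passed the study threshold in the paper's direction. By place in the paper these were 6 of 7 named in the text, 16 of 19 higher and 30 of 34 lower in Fig. 5, 9 of 9 in Fig. 6 and 46 of 46 in the heat map of the supplement, with some genes in several places. The paper names Mybl2 as higher, and its brighter probe set differed by 0.06 (standard error 0.17) while its other probe set was called, at 0.39, except with the heart covariate or the 3 list means as covariates, within the higher animal numbers, and without AIR male 3 or AIR female 6. Fig. 5 also draws Ckap4 (0.19 here) and Sectm1b (-0.06, the opposite sign) as higher, and Slc1a5 (-0.12), Trib1 (-0.26), Itgax (-0.26) and Lpl (-0.25) as lower, and their probe sets with the highest mean were not called. Other probe sets of Slc1a5 (-0.43) and Lpl (-0.48) were called as lower. Trib1, just under the fold limit, was called with arrays centred on their median (-0.26), with repeated quantile normalization (-0.27), with the heart covariate (-0.29), with folds from linear means (-0.28), with the 3 list means as covariates (-0.34), without arrays high in other-tissue genes (-0.58) and without any 1 of 10 fetuses. Itgax was called with the 3 list means as covariates (-0.30), without arrays high in other-tissue genes (-0.59) and without any 1 of 5 fetuses. The probe set of Lpl with the highest mean was called with array weights (-0.30), within the lower animal numbers (-0.42), without arrays high in thymocyte genes (-0.32) and without AIR female 8 (-0.30) or CS male 6 (-0.30). Ckap4 was called without arrays high in thymocyte genes (0.29) or other-tissue genes (0.36), and the brighter Mybl2 probe set was called higher within the lower (0.59) but lower within the higher animal numbers (-0.47). Sectm1b was called under no setting.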

Other observations

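In this part, the tests of slower maturation, of thymus tissue and of epithelium without the genes of the study's figures, the splits within number ranges, and the choice of genes alike in both ranges came only after the results were seen. Of 67 named genes past the study threshold, 54 kept their direction within the higher animal numbers, 65 were smaller there and 15 still exceeded the fold limit of the study. Within that range Stil (cell division) differed by 0.58 (exact permutation p = 0.0619), Rfc5 by 0.43 (exact permutation p = 0.0381), Csf1r by -0.44 (exact permutation p = 0.0571) and Tie1, an endothelial receptor, by -0.46 (exact permutation p = 0.00952, adjusted p = 0.381 over 80 genes). These genes were picked for their differences on the same samples, so their p are not independent evidence, and over all probe sets limma gave adjusted p = 0.348 for Csf1r. The mean difference of 8 aryl hydrocarbon receptor targets was -0.01 (median 0.01, camera adjusted p = 0.872) and that of 16 NRF2 targets 0.01 (camera adjusted p = 0.695), with 0 members of either list called at the study threshold or when adjusted over the list alone. Aryl hydrocarbon receptor targets had a mean of only 2.55 in CS and 2.56 in AIR lungs, so differences in dim members could go unseen. Cyp1b1 was 2.21 ± 0.19 (SD, n = 12) in CS and 2.06 ± 0.28 (SD, n = 9) in AIR lungs (exact permutation p = 0.176), and differed by 0.24 within the lower and 0.25 within the higher animal numbers. This pooled p does not take the ranges into account, so it does not settle whether Cyp1b1 differed within them. Nqo1 differed by 0.07 (exact permutation p = 0.495), with 0.08 and -0.01 in these ranges. Of 17 glucocorticoid targets 1 was lower and 0 higher at the study threshold (0 when adjusted over the list alone), with a mean difference of -0.00 (camera adjusted p = 0.732). Within the lower and higher animal numbers the list means differed by -0.03 and 0.04 for aryl hydrocarbon receptor, -0.04 and 0.07 for NRF2 and -0.04 and 0.02 for glucocorticoid targets.

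In females 2181 probe sets passed the study threshold (1009 higher and 1172 lower in CS) and in males 1992 (1021 higher and 971 lower). At a false discovery rate of 10% limma called 0 in females (lowest adjusted p 0.649, 2379 at an unadjusted p under 0.05), 0 in males (lowest adjusted p 0.246, 2254 at an unadjusted p under 0.05) and 0 for the difference between the sexes (lowest adjusted p 0.355, 1786 at an unadjusted p under 0.05), and no other tool was run on these. Igf1 was 4.38 ± 0.29 (SD, n = 6) in CS and 4.05 ± 0.17 (SD, n = 4) in AIR females (exact permutation p = 0.0619), and 4.41 ± 0.35 (SD, n = 6) in CS and 3.85 ± 0.46 (SD, n = 5) in AIR males (exact permutation p = 0.0455), with no difference between the sexes past the threshold (-0.23, exact permutation p = 0.458). Igfbp3 was 4.82 ± 0.66 (SD, n = 6) in CS and 5.35 ± 0.35 (SD, n = 4) in AIR females (exact permutation p = 0.191), and 4.64 ± 0.47 (SD, n = 6) in CS and 5.36 ± 0.53 (SD, n = 5) in AIR males (exact permutation p = 0.0455), with a difference between the sexes of 0.18 (exact permutation p = 0.679). By qPCR the paper found Igf1 higher in female CS lungs and describes a sex-specific effect. On the arrays the smaller p of both genes lay in males. With so few fetuses per sex, and with qPCR as another measure, the arrays do not decide whether the effect is sex-specific. The genes with the lowest p for a difference between the sexes were Snora20 (-0.61 in females and 0.20 in males), Nutm1 (-0.65 and 0.26), BC052040 (0.76 and -0.03), Gm11127 (-0.46 and 0.52) and Casp9 (-0.44 and 0.10), each with limma adjusted p = 1.00. Camera called 2 lists for this difference, heart muscle (1.06, adjusted p = 3.94e-08, and adjusted p = 0.957 with an estimated correlation) and thymocytes (-0.94, adjusted p = 0.00394, and adjusted p = 0.957 with an estimated correlation). Without CS female 8 the heart muscle value was 0.64 (adjusted p = 6.37e-04). The thymocyte call was lost without CS male 1 (-0.38, adjusted p = 0.478) and without AIR female 9 (-0.44, adjusted p = 0.309), and the exact permutation test called 0 of 30 lists (lowest adjusted p 0.941).

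None of the following lists had a member past the study threshold in CS against AIR, or when adjusted over the list alone. Mean differences were 0.34 for 11 thymocyte genes (camera adjusted p = 0.0573), -0.28 for 7 oesophagus and basal epithelium genes (0.241), 0.10 for 10 liver genes (0.219), -0.10 for 8 brown fat genes (0.760, with a median of 0.04), 0.03 for 8 reference genes (0.443) and -0.13 for 5 sex-linked genes (0.594). The thymocyte mean lay 3.56 above the median of all arrays in CS male 1, 2.13 in CS female 8 and 2.01 in AIR female 9, and the difference between CS and AIR was 0.07 without CS male 1 but 0.57 without AIR female 9 (camera adjusted p = 9.82e-04). With the preset correlation the thymocyte list passed the camera threshold without any 1 of 10 fetuses, AIR female 9 among them. With all fetuses and an estimated correlation camera gave this list adjusted p = 0.642. The difference was -0.07 for oesophagus genes without AIR female 7 and 0.02 for liver genes without CS male 3. Oesophagus genes lay 2.33 above the median of all arrays in CS male 1, 2.49 in CS male 5, 1.90 in AIR male 1, 2.18 in AIR male 5 and 2.35 in AIR female 7. In the lower and higher animal numbers the differences were 0.73 and -0.10 for thymocyte, -0.24 and -0.10 for oesophagus, 0.11 and 0.06 for liver, -0.26 and 0.03 for brown fat, 0.06 and -0.02 for reference and -0.19 and -0.14 for sex-linked genes.

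Mitosis genes were higher and alveolar type II genes lower in CS lungs, and the list means ran opposite to each other across 12 CS fetuses (r = -0.892, permutation p = 2.2e-04, rho = -0.769, permutation p = 0.00498, r = -0.758 without the 2 farthest) and 9 AIR fetuses (r = -0.863, exact permutation p = 0.00232, rho = -0.90, exact permutation p = 0.00203), with r = -0.661 without the 2 farthest AIR fetuses (exact permutation p = 0.121). Adjusted over the Pearson and Spearman tests of both groups, p was 8.8e-04 and 0.00309 for the Pearson values (permutation tests), and within 8 CS fetuses of the lower animal numbers r was -0.844 (exact permutation p = 0.0101, rho = -0.619, exact permutation p = 0.115) and within 6 AIR fetuses of the higher animal numbers it was -0.85 (exact permutation p = 0.00972, rho = -0.829, exact permutation p = 0.0583). For uneven number ranges as the whole cause, the test was the mitosis difference averaged over the ranges. It was 0.53 (exact permutation p = 0.00338, adjusted p = 0.0502), and type II genes gave -0.41 (exact permutation p = 0.0126, adjusted p = 0.0641). These values argue against that cause only before adjustment. The mitosis average joins 0.98 in the lower and 0.08 in the higher animal numbers, so it does not show an effect in both ranges. Thymus tissue is argued against by a mitosis difference of 0.54 with the thymocyte mean as a covariate. A lower share of epithelium stays open, since the shift of type I genes lay 0.25 above that of type II genes (exact permutation p = 0.00795) but only 0.0829 above it without the genes drawn in the study's figures (exact permutation p = 0.0543). A candidate explanation that also stays open is slower maturation of the CS lungs, for which the AIR correlation of -0.863 was the test, a hypothesis found on the same data, and fewer type II cells or another gestational age at collection were not tested.

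To test chance, the fetuses were split 100 times into groups of the same sizes, the real split included. The 1789 calls of CS against AIR at the study threshold were reached in 2 of 100 splits. The other splits had a median of 1009 and a highest count of 1799. With the numbers of CS and AIR fetuses kept within each number range, 4 of 100 splits gave as many. There the other splits had a median of 1077 and a highest count of 2046. Both shares are under 1 in 20. The splits moved single fetuses, since littermates, which share an exposure, are not known, so chance is not excluded. In females 6 of 100 gave as many as 2181 (median of the others 1749, highest 2345). In males 17 of 100 gave as many as 1992 (median of the others 1649, highest 2288), so chance is not excluded within a sex. The 0 calls at a false discovery rate of 10% cannot be tested this way, since any split gives at least 0 and so 100 of 100 gave as many, with a highest other of 1 for CS against AIR, 5 for females, 3 for males and 3 for the difference between the sexes.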
